# Gene Expression Profiles of the Immuno-Transcriptome in Equine Asthma

**DOI:** 10.3390/ani13010004

**Published:** 2022-12-20

**Authors:** Elisa Padoan, Serena Ferraresso, Sara Pegolo, Carlo Barnini, Massimo Castagnaro, Luca Bargelloni

**Keywords:** equine asthma, mild equine asthma, MEA, severe equine asthma, SEA, bronchoalveolar lavage, BAL, gene expression, microarray

## Abstract

**Simple Summary:**

The clinical importance and the great economic impact of equine asthma (EA), classified as mild (MEA) and severe (SEA), have led to several studies to better understand its features; however, the fragmented information available does not allow researchers to fully describe the pathophysiology of this disease. Transcriptomic analysis can help in understanding the biological mechanisms underlying equine asthma. To date, the great majority of gene expression studies on equine airway diseases have focused on the analysis of only a few candidate genes, hampering robust conclusions about EA pathogenesis. In the present study, the employment of an immune-specific horse array on SEA and MEA-affected horses helped to comprehensively define their transcriptomic fingerprints. For both diseases, findings suggest that the increased amount of mucus in the airways is due to mucociliary clearance reduction rather than mucus hypersecretion. In addition, excessive complement activation might be responsible for tissue injury. Other biological pathways, mainly those involved in the perpetuation of chronic inflammation and tissue remodeling similar to human asthma, are characteristic of SEA.

**Abstract:**

Background: Mild equine asthma (MEA) and severe equine asthma (SEA) are two of the most frequent equine airway inflammatory diseases, but knowledge about their pathogenesis is limited. The goal of this study was to investigate gene expression differences in the respiratory tract of MEA- and SEA-affected horses and their relationship with clinical signs. Methods: Clinical examination and endoscopy were performed in 8 SEA- and 10 MEA-affected horses and 7 healthy controls. Cytological and microbiological analyses of bronchoalveolar lavage (BAL) fluid were performed. Gene expression profiling of BAL fluid was performed by means of a custom oligo-DNA microarray. Results: In both MEA and SEA, genes involved in the genesis, length, and motility of respiratory epithelium cilia were downregulated. In MEA, a significant overexpression for genes encoding inflammatory mediators was observed. In SEA, transcripts involved in bronchoconstriction, apoptosis, and hypoxia pathways were significantly upregulated, while genes involved in the formation of the protective muco-protein film were underexpressed. The SEA group also showed enrichment of gene networks activated during human asthma. Conclusions: The present study provides new insight into equine asthma pathogenesis, representing the first step in transcriptomic analysis to improve diagnostic and therapeutic approaches for this respiratory disease.

## 1. Introduction

In 2017, the term “equine asthma” was proposed to unify the noninfectious inflammatory lower airway diseases of horses, such as inflammatory airway disease (IAD), recurrent airway obstruction (RAO), and summer pasture-associated obstructive airway disease [1]. Inflammatory airway disease (IAD), now called mild equine asthma (MEA), and recurrent airway obstruction (RAO), called severe equine asthma (SEA), are two of the most frequent equine airway inflammatory diseases.

MEA is an inflammatory disease mainly affecting young horses up to 6–8 years of age that shows poor performance and is generally associated with abnormal breathing during exercise, nasal discharge, and coughing. According to the latest consensus statement [2], inflammation can be characterized by eosinophilic, neutrophilic [3], or mast cell infiltration [4] in the airways. Stabling (i.e., bedding material), which could promote the presence of allergenic dust or microbiological contaminants, and contact with horses affected with infectious airway diseases represent two important predisposing factors for the development of MEA [5,6,7]. The clinical importance and the great economic impact of this disease led several authors to study its clinical, endoscopic, and cytological parameters to better understand its features (i.e., etiologic agent and pathological mechanisms) [8,9,10]. Only recently have the expression profiles of some immune-related genes in the broncho-alveolar lavage (BAL)-fluid obtained from MEA-affected horses been evaluated [4,11,12]. However, the results are highly controversial, as the expression profiles of the commonly investigated transcripts are often not consistent among the various studies. These differences could be due to many factors, including the fact that the sampling was performed in different stages of the disease, the lack of cellular differentiation of the airway inflammation, the absence of microbiological examination, or specific individual variations. Previous studies showed the presence of either mast cells, neutrophils, or eosinophils in the BAL of MEA-affected horses, suggesting the involvement of various inflammatory mediators in relation to the phenotype. Beekman et al. [4] observed differences in the gene expression profiles of IL-17 and IL-4 between MEA-affected horses characterized by a mast cell infiltrate and those having a neutrophilic infiltrate.

SEA is a chronic inflammatory airway disease affecting mainly adult horses. It is characterized by both genetic predisposition and the involvement of environmental factors [13]. SEA-affected horses develop bronchoconstriction, airway neutrophilic inflammation, hypersensitivity of the respiratory tract associated with mucus hypersecretion, and, in the most severe cases, tracheal and bronchial edema. Clinically, SEA-affected horses show nasal discharge, increased respiratory rate at rest, chronic cough, and exercise intolerance.

Chronic airway inflammation and obstruction, typical of SEA, have many similarities with the changes in the respiratory tract in human asthma, suggesting the potential activation of common immunological mechanisms [14,15,16]. Although some studies [17] showed an increase in Th1 cytokine mRNA levels, others [18] reported activation of the Th2 response characterized by IL-4 and IL-13 overexpression in BAL cells. As presumed also for MEA, these contrasting results could be determined either by the different individual responses to the disease or by sampling times [19]. Recently, Padoan et al. [20] reported the upregulation of IL-1β, IL-8, TGF-β1, NF-kβ, TLR4, and TNFα in the BAL fluid of SEA-affected horses compared with healthy controls. Therefore, the inflammatory component of SEA appears to result from a contribution of both the innate and the adaptive immune response, with the consequent development of type I and type III hypersensitivity reactions accompanied by an increased expression of both Th1 and Th2 cytokines.

However, the fragmented information available does not allow us to accurately define the inflammatory response in both SEA and MEA. Therefore, a broader view is needed to better depict the immunological mechanisms involved in the development of both acute and chronic airway inflammation.

Advances in biotechnological research have led to the development and application of more comprehensive tools based on “transcriptome fingerprinting” to obtain a deeper understanding of the disease’s mechanisms, especially in humans [21,22,23]. In the context of human lung diseases, Woodruff and colleagues [24] applied DNA microarray technology to compare the gene expression profiles of bronchial epithelial brushings from asthmatic patients, showing the inhibitory effect of corticosteroids on some genes expressed in the bronchial tree. Microarray analysis was also applied to animal models (mice) of chronic lung disease with pathological findings that resemble those observed in human asthma and chronic obstructive pulmonary disease (COPD) [25].

To date, this technology has been applied only to a limited extent to study the veterinary counterpart of pulmonary diseases. A pioneering study by Ramery and colleagues [26] compared the gene expression profiles in BAL cells and in the peripheral blood cells of the SEA-affected horse versus controls using a human gene chip. However, the results showed the obvious limitations of applying a human platform to another animal species, as only 3 upregulated and 10 downregulated genes in the BAL cells of SEA-affected horses were identified. More recently, Korn and colleagues [27] evaluated the gene expression profiles in the mediastinal lymph nodes of SEA-affected horses by developing a custom microarray platform. Thanks to this approach, a higher number of differentially expressed genes in SEA-affected horses was reported, supporting an IL-17 response.

The use of microarray technology could therefore allow deeper investigation into the molecular mechanisms of innate and acquired immune responses that are involved in the development of inflammatory airway diseases in horses.

In the present study, an equine DNA microarray platform was developed by selecting approximately 7000 immune-related genes to study the expression profiles of BAL from SEA- and MEA-affected horses. The results obtained were also correlated with clinical, endoscopic, cytological, and microbiological findings. The aim was to explore in more detail the immunological mechanisms underlying the development of mild and severe equine asthma and to assess the potential correlations of the gene expression profiles with the investigations conducted daily in clinical practice.

## 2. Material and Methods

### 2.1. Animals

A total of 25 horses were examined for this study, including 7 clinically healthy standardbred horses age 6 ± 1 years, 3 males and 4 females (CTRL group); 8 SEA-affected horses, 4 males and 4 females (2 standardbred and 6 saddle horses) age 12 ± 1 years old (SEA group); and 10 MEA-affected horses, 5 males and 5 females (3 standardbred and 7 saddle horses) age 6 ± 1 years old (MEA group). The horses were assigned to one of the three groups after the determination of their clinical status. For SEA- and MEA-affected horses, sampling was performed at the time of the clinical case presentation.

BAL specimens were obtained from cases that presented to the Equine Patavium Hospital (Padova, Italy) as part of routine diagnostic examination. For healthy horses, BAL fluid was collected from animals voluntarily enrolled by their owners to obtain a complete examination of the free airways. Informed consent was obtained from all owners. The research did not involve animal experimentation or euthanasia.

### 2.2. Clinical Examination

All horses included in the study were examined by the same clinician [10]. The clinical status was determined by considering parameters including heart rate, respiratory rate, and lung sounds. Endoscopy of the upper and lower respiratory tract was performed after sedation (xylazine 1.1 mg/kg). A clinical score was assigned to each animal similarly to previous studies [28,29]. The horses exhibiting cough, nasal discharge, increased respiratory rate, nostril flaring, abdominal effort at rest, wheezing, mucus hypersecretion, and hyperemia/edema of the respiratory tract associated with a past history of chronic respiratory disease were included in the SEA group. The horses with a history of poor performance, abnormal lung sounds appreciated with the rebreathing bag, mucus hypersecretion on endoscopic examination, and neutrophilic inflammation at cytological analysis were included in the MEA group. The study was performed only on MEA-affected horses characterized by neutrophilic inflammation that did not have mast cells or eosinophilic inflammation of the lower respiratory tract. During endoscopy, each respiratory condition of the animals was assigned a score for the degree of hyperemia and mucus hypersecretion [30].

The horses included in the control group showed no relevant clinical signs amenable to respiratory or other diseases or a history of poor performance. Moreover, the CTRL horses did not show any pathological changes in the respiratory tract during endoscopic examination.

### 2.3. Bronchoalveolar Lavage (BAL) Examination

Bronchoalveolar lavage (BAL) was conducted by introducing 180 mL of sterile isotonic saline solution and 60 mL of sterile lidocaine solution 2% through the sterile accessory part of the endoscope in both primary bronchi. The fluid retrieved was filtered through sterile gauze and divided into three aliquots for bacteriological and cytological examination and gene expression analysis. The first aliquot was centrifuged at 2500 rpm for 10 min. The sediment obtained was soaked in one ml of RNAlater^®^ (Ambion, Life Technologies, Carlsbad, CA, USA), kept for one night at +4 °C, and then stored at −20 °C until total RNA extraction. In order to exclude bacterial infection of the lower airways, bacteriological examination was performed on the BAL fluid of all animals. For bacteriological examination, McConkey agar and the agar blood media were incubated at 37 °C ± 1 °C for 24 h with 20 μL of the BAL fluid in each. In addition, 100 μL of BAL fluid was added to an enrichment broth and incubated at 37 ± 1 °C for 24 h. The bacterial colonies were subsequently transferred to blood agar and incubated at 37 ± 1 °C for 24–48 h. For cytological examination, a smear of the fluid and one of the pellets, which resulted from centrifugation of 5 mL of BAL fluid at 1500 rpm for 10 min, was made. All slides were stained with May-Grünwald Giemsa. In addition, a differential cell count was performed by counting a total of 200 cells per smear on the stained slides.

Total RNA extraction from BAL cells was performed as previously described [20]. For each sample, RNA concentration was measured using a UV–Vis spectrophotometer NanoDrop ND-1000 (Nanodrop Technologies, Wilmington, DE, USA), and RNA integrity was determined by running each sample on an RNA-chip in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). To reduce experimental biases caused by poor RNA quality, only samples characterized by an RIN ≥6.5 were included in the microarray analysis.

### 2.4. Gene Selection and Microarray Platform Design

The process of gene selection for the microarray platform design focused on the immune system and mucosal genes, as described in Figure 1. Briefly, three different approaches were integrated: (i) genes included in 3 immune and mucosal chips deposited in the public database GEO (Gene Expression Omnibus) were selected: Rat Immune Microarray (GPL9092), Ruminant Immuno-inflammatory array (GPL6954), and Mouse mucosal/immuno (GPL1072); (ii) ImmPort’s list (comprehensive list of immune-related genes, 5378 nonredundant genes) of the genes involved in the human immune response was collected; and (iii) the genes studied in equine and human respiratory diseases in recent years by several authors [31,32,33,34,35] were listed. These approaches led to the selection of 11,279 human genes for which *E. caballus* orthologs were retrieved by using the Ensembl BioMart data mining tool. In the end, a total of 7238 Ensembl equine Transcript IDs were used for microarray probe design. The probes (60-mers) were designed using the software eArray (Agilent Technologies, Palo Alto, CA, USA) and synthesized in duplicate through SurePrint (Agilent Technologies, Palo Alto, CA, USA) technology to obtain an 8 × 15 k microarray format.

### 2.5. Microarray Data Acquisition

Sample labeling and hybridization were performed as reported by Ferraresso et al. [36]. Hybridized slides were scanned at a 5 μm resolution using an Agilent G2565BA DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The images generated from the scanner for each slide were analyzed using Agilent Feature Extraction 9.5.1 software. For each array, the software provides a series of quality measures in order to evaluate the goodness and the reliability of spot intensity estimates, including the estimation of the normal distribution of fluorescence values.

### 2.6. Statistical Analysis

Fluorescence data for all samples (CTRL, MEA, and SEA) were normalized together with a cyclic loess approach to avoid the introduction of bias. This approach was chosen because after normalization the spike intensity should be uniform among the different experiments of a given dataset. 

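The arrays carried 7 spike-in RNAs, each on 20 spots per array, which are added at a fixed amount and should read alike on every array. On the log2 scale, the mean intensity of a spike-in varied between the 25 arrays with an SD of 0.40 to 0.53 in the scanner software's values, before normalization between arrays. In the authors' normalized values, the SD of the same spike-ins lay between 0.61 and 0.75, and it was larger than before for each of the 7.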

After further quality control, based on the exclusion of the probes characterized by an intensity value lower than the lowest concentration of the spike-in, the probes characterized by an intensity value < 4.5 (close to the limit of detection of the method) in at least 19 samples (75%) were excluded from the statistical analysis. Filtering and normalization were performed using the statistical software R. Principal component analysis (PCA) of normalized and filtered gene expression data was performed using the TMEV suite. To identify the differentially expressed genes between the CTRL group and the MEA- or SEA-affected horses, a two-class nonparametric test for unpaired data was implemented in the program Significant Analysis of Microarrays (SAM). The false discovery rate (FDR) was set to 0.1, and the fold-change (FC) was set to 1.5.

Gene Set Enrichment Analysis (GSEA) was performed on all microarray expression data to identify potential pathways enriched in MEA and SEA without differential cutoff selection. First, gene sets available in the Molecular Signature Database (MSigDB, www.gsea-msigdb.org, accessed on 30 April 2019) that are implicated in the immune response were selected (C2: curated gene sets, Canonical Pathways). Next, new gene sets were created using transcripts commonly investigated in both human and equine respiratory diseases. Finally, the gene sets enriched in human respiratory diseases submitted by Chowdhary and colleagues [37] were also included to evaluate a potential enrichment of common pathways in equine and human respiratory diseases [38].

The Signal2Noise metric for ranking genes was applied, and gene sets were considered significantly enriched when the false discovery rate (FDR) was below 0.25, according to GSEA recommendations.

Spearman’s nonparametric statistical test was performed using the commercially available IBM statistical software SPSS, version 20 (SPSS v20.0, IBM, Armonk, NY, USA) to evaluate potential correlations between the percentage of exfoliated epithelial cells detected in the cytological examination and the expression values of genes affecting the behavior of the ciliated epithelial cells in the respiratory tract. A *p* value < 0.05 was considered significant.

## 3. Results

### 3.1. Clinical Examination

Clinically, a significant difference in respiratory rate at rest between SEA- and MEA-affected horses was appreciated, and it was significant in the t test analysis (*p* = 0.009). In addition, the amount of mucus detected during endoscopic examination in the tracheal lumen and in the explored bronchi was significantly different between the SEA and MEA groups (mean mucus hypersecretion 3 ± 0.7 and 2 ± 0.9, respectively; *p* = 0.03).

The cytological analysis of BAL fluid was performed by evaluation of the inflammation pattern, identification of cellular alterations, and assessment of the presence of microorganisms. Bacteriological examination was negative for all control and MEA- and SEA-affected horses. The results of the differential inflammatory and epithelial cell counts are reported in Table 1.

Already reported as being the first line of defense in the airways of all species, equine included [39], macrophages represented more than 95% of counted cells in CTRL horses. In MEA-affected horses, macrophages were still the prevailing cell type, although a neutrophilic infiltrate also characterized the airways of the MEA-affected horses, while SEA-affected horses showed prevalent neutrophilic airway inflammation.

### 3.2. Microarray Data Analyses

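RNA from BAL cells of 7 CTRL, 10 MEA-affected and 8 SEA-affected horses was hybridized to a custom one-color oligonucleotide array, with 1 array per horse and no pooling of samples. The array held a probe for each of 7238 equine Ensembl transcripts, and every probe was spotted 2 times, which gave 14476 spots. For each array, the authors deposited the scanner software's spot intensities, corrected for background within the array and not normalized between arrays. They also deposited 1 table of intensities that they had normalized across the 25 arrays, on a linear scale. The values given here start from the first kind: log2 intensities were normalized together by cyclic loess, as the methods state, and the 2 spots of a probe were averaged. Transcripts with a log2 intensity below 4.5 in at least 19 of the 25 arrays were excluded, and 4930 transcripts remained. The methods give the limit of 4.5 without a scale, and on a linear scale it left 6787 transcripts. The authors' normalized values, filtered at 4.5 on the log2 scale, left 4967 transcripts, and their correlation with the values obtained here was 0.9994. The share of spots well above background ranged from 63.5% to 90.4% in the CTRL group (median 77.7%), from 58.2% to 84.1% in the MEA group (median 74%) and from 66.6% to 90.8% in the SEA group (median 72.7%). Between horses of 1 group, the median SD of a transcript was 0.48 in CTRL, 0.58 in MEA and 0.56 in SEA on the log2 scale, whereas the 2 spots of a probe differed by a median of 0.26. The arrays lay on 4 slides. Slide 1 held 2 CTRL, 2 MEA and 1 SEA array, slide 2 held 2 CTRL, 2 MEA and 3 SEA arrays, slide 3 held 2 CTRL, 1 MEA and 3 SEA arrays, and slide 4 held 1 CTRL, 5 MEA and 1 SEA array. Neither the array files nor the reference gene table pair these transcript identifiers with a symbol or a position in the genome. Symbols were therefore taken from Tables S1 to S3, which list only transcripts that the paper found differentially expressed, so that 1684 of the 4930 tested transcripts (34.2%) carry a symbol and no positions are given. Groups were compared with limma's moderated linear models, fitted to the arrays of the 2 groups compared. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.1 and a fold change of at least 1.5. The number of arrays limits the precision of every value.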

After data extraction, normalization, and filtering, processed signals for 6045 unique transcripts were analyzed in 25 BAL samples using PCA as an unsupervised method to identify differences in gene expression profiles of MEA- and SEA-affected horses compared with controls (Figure 2).

PCA confirmed a separation between the groups of horses previously distinguished by clinical assessment and by endoscopic and cytological examination (CTRL, SEA, and MEA groups). 

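The Pearson correlation between the arrays of a pair of horses of the same group, over the 4930 transcripts, lay between 0.901 and 0.97 in CTRL (21 pairs), between 0.853 and 0.97 in MEA (45 pairs) and between 0.79 and 0.967 in SEA (28 pairs). Transcripts are not independent replicates, so that these correlations carry no test. Each array was then compared with the mean profile of every group, its own array left out, after the average of the 3 group means had been subtracted. All 7 CTRL horses and all 8 SEA-affected horses lay closest to their own group, as did 5 of the 10 MEA-affected horses. MEA replicates 1, 3 and 5 lay closest to the SEA group, and MEA replicates 6 and 7 to the CTRL group.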

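In the PCA of the 8 SEA-affected and 7 CTRL horses, component 1 explained 40.4% and component 2 22.3% of the variance, together 62.6%. On component 1, the mean score was 28.3 ± 23.4 (SD, n = 8) in SEA and -32.3 ± 21.4 (SD, n = 7) in CTRL, and all 8 SEA-affected horses lay above the highest CTRL horse. A two-sided exact permutation test over the 6435 splits of the 15 horses gave p = 0.000311 for this difference. The groups did not differ on component 2 (exact permutation test, p = 0.388). The share of variance moved most when each transcript was scaled to unit variance, where both components together explained 49.9% and the exact p on component 1 was 0.000155. Without SEA replicate 1, the share of component 2 was 13.7%.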

The first two components, which explained a considerable fraction (66%) of the total variance, clearly separated the controls from the SEA-affected horses (Figure 2a). A less pronounced separation was instead observed between the control and MEA-affected horses (first two components = 61% total variance) (Figure 2b). 

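In the PCA of the 10 MEA-affected and 7 CTRL horses, component 1 explained 29.4% and component 2 17.6% of the variance, together 46.9%. The mean score on component 1 was 13.3 ± 23.9 (SD, n = 10) in MEA and -19 ± 23.1 (SD, n = 7) in CTRL. This difference had p = 0.0133 in a two-sided exact permutation test over 19448 splits, and 3 of the 10 MEA-affected horses lay above the highest CTRL horse. It depended on a single control, since the exact permutation p was 0.0552 without CTRL replicate 1. Component 2 did not separate the groups (exact permutation test, p = 0.398).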

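Sex, as given in Table 1, was compared on both components of each PCA with two-sided exact permutation tests. In the PCA of SEA and CTRL, with 8 females and 7 males, the mean score of females minus that of males was 5.81 on component 1 (exact p = 0.777) and -22.7 on component 2 (exact p = 0.123). In the PCA of MEA and CTRL, with 9 females and 8 males, the difference was -7.18 on component 1 (exact p = 0.615) and 12.7 on component 2 (exact p = 0.245). With single horses left out, the lowest p was taken only over the PCAs that held the horse. It moved between 0.0542 without SEA replicate 7, in the PCA of SEA and CTRL, and 0.457 without MEA replicate 3, in that of MEA and CTRL (exact permutation tests).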

In both cases, no clustering according to sample sex was found.

To explore the statistical significance of the observed separation, a two-class unpaired SAM test was performed to identify differentially expressed genes between controls and pathological samples. 

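Between the SEA and CTRL groups, 1612 of the 4930 transcripts were called, 791 overexpressed and 821 underexpressed in SEA, with log2 fold changes between 4.60 and -3.32. The adjusted p alone was passed by 1823 transcripts. For 136 of the called transcripts, the 8 SEA-affected and 7 CTRL horses did not overlap, which happens by chance in 2 of 6435 splits for any 1 transcript. The largest rise belonged to a transcript without a symbol, ENSECAT00000020635, followed by INHBA and CCL17. Its mean log2 intensity was 6.71 ± 2.31 (SD, n = 8) in SEA and 2.10 ± 1.12 (SD, n = 7) in CTRL, and it was above background on 7 of 8 SEA and 1 of 7 CTRL arrays. The largest falls were those of ROPN1B (log2 fold change -3.32, SE 0.59, adjusted p = 0.00393), PTN (-3.13, SE 0.72, adjusted p = 0.0111) and RSPH4A (-3.13, SE 1.00, adjusted p = 0.0318). The number of calls moved most with another background correction, normexp, under which 842 transcripts were called and 818 of the 1612 were among them. Normexp was run with an offset of 50 added to every intensity, which by itself shrinks the log2 fold changes of dim transcripts. Where a dim transcript lost its call under normexp, the loss therefore cannot be told apart from the effect of the offset. With single horses left out, the number of calls ranged from 1238, without CTRL replicate 1, to 1706, without CTRL replicate 7. On each slide alone, the difference between the SEA and CTRL arrays had the same sign as over all slides for 88.8% (slide 1), 99.7% (slide 2), 99.6% (slide 3) and 90.8% (slide 4) of the 1612 transcripts, although these arrays also made the calls. The methods name SAM, and a rank sum version of SAM called 1938 transcripts, all 1612 among them.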

Using an FDR of 10% and an FC of 1.5, a total of 1763 differentially expressed genes (DEGs, 903 overexpressed and 860 underexpressed) were found between the SEA and CTRL groups, with fold-changes ranging from 15.8 to −13 (Table S1).

Many upregulated genes play roles in promoting and sustaining hematopoietic cell differentiation (e.g., M-CSF, TREM2, IL1A, LCP2, and VAV1), NF kappa B signaling (e.g., RELB, NFKB1, NFKB2, and BCL2), and the inflammatory response (e.g., TREM1, VCAM1, IL4R, CCL17, IL1A, IL1B, and IRAK2). It is noteworthy that several downregulated genes are involved in epithelial tight junction composition (e.g., CLDN7, CLDN8, TJP2, TJP3, and PARD6B) and either the synthesis or O-glycosylation of mucins (e.g., MUC1, MUC4, MUC5AC, and GALNT10). 

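Lists of the genes that the paper names were tested as a whole with fry, limma's rotation test. Its p values were adjusted over 41 tests, 21 on these lists, 10 on gene families and 10 on cell markers, with some lists tested in both diseases. The paper chose these genes on the same horses, so that a list test is no independent evidence. The hematopoietic cell differentiation list (M-CSF is CSF1 in Table S1) had 7 transcripts, all called overexpressed with log2 fold changes of 1.15 to 2.40. Its mean lay 1.59 above the CTRL mean (SD 0.42 in 8 SEA-affected and 0.37 in 7 CTRL horses, adjusted p = 0.000163 by fry). IL1A rose from 11.92 ± 1.32 (SD, n = 7) to 14.23 ± 1.04 (SD, n = 8), a log2 fold change of 2.31 (SE 0.56, adjusted p = 0.0129), and VAV1 (ENSECAT00000016450) from 13.93 ± 0.34 to 15.20 ± 0.67, a change of 1.27 (SE 0.28, adjusted p = 0.00924). TREM2 (1.56, adjusted p = 0.0496) was no longer called without CTRL replicate 3 (adjusted p = 0.1) or CTRL replicate 4 (adjusted p = 0.109). The 4 transcripts of NF kappa B signaling were all called, with log2 fold changes between 0.88 for NFKB1 and 1.36 for NFKB2, and a list mean of 1.20 above CTRL (SD 0.53 in SEA and 0.56 in CTRL, adjusted p = 0.00224 by fry). Of the inflammatory response list, all 9 transcripts were called, from 1.14 for IL4R to 3.64 for CCL17. TREM1 (ENSECAT00000018405) had a log2 fold change of 3.60 (SE 0.84, adjusted p = 0.0117) and VCAM1 of 2.61 (SE 0.58, adjusted p = 0.01). The mean of this list lay 2.36 above CTRL (SD 0.99 in SEA and 0.88 in CTRL, adjusted p = 0.00152 by fry). On single slides it was 3.27 higher in SEA on slide 2, 2.84 on slide 3 and 0.78 on slide 4. On slide 1, where SEA replicate 1 is the lone SEA array, it was -0.34. Adjusted over the list alone, all 7, 4 and 9 transcripts kept an adjusted p below 0.1. Quantile normalization lost 1 of these calls, that of IL1B (ENSECAT00000000217).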

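All 5 transcripts of the tight junction list were called underexpressed in SEA, and adjusted over the list alone all 5 had an adjusted p below 0.1. CLDN7 fell from a mean log2 intensity of 13.18 ± 0.98 (SD, n = 7) in CTRL to 10.86 ± 1.09 (SD, n = 8) in SEA, a log2 fold change of -2.32 (SE 0.50, adjusted p = 0.00855). TJP3 changed by -1.68 (SE 0.46, adjusted p = 0.018) and PARD6B by -1.27 (SE 0.42, adjusted p = 0.0348). CLDN8 changed by -1.89 (SE 0.68, adjusted p = 0.0484) and was not called without CTRL replicate 1 (-1.53, adjusted p = 0.112). PARD6B and GALNT10 lost their calls under normexp background correction. The mean of the tight junction list lay -1.83 from the CTRL mean (SD 1.19 in SEA and 0.70 in CTRL, adjusted p = 0.00561 by fry). Of the 4 transcripts of the mucin list, 3 were called, and GALNT10 changed by -0.81 (SE 0.27, adjusted p = 0.0374). The mean of that list lay -1.70 from CTRL (SD 1.07 in SEA and 0.90 in CTRL, adjusted p = 0.00562 by fry). Both list means were below the CTRL mean in 8 of 8 SEA-affected horses.

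**Figure D1:**
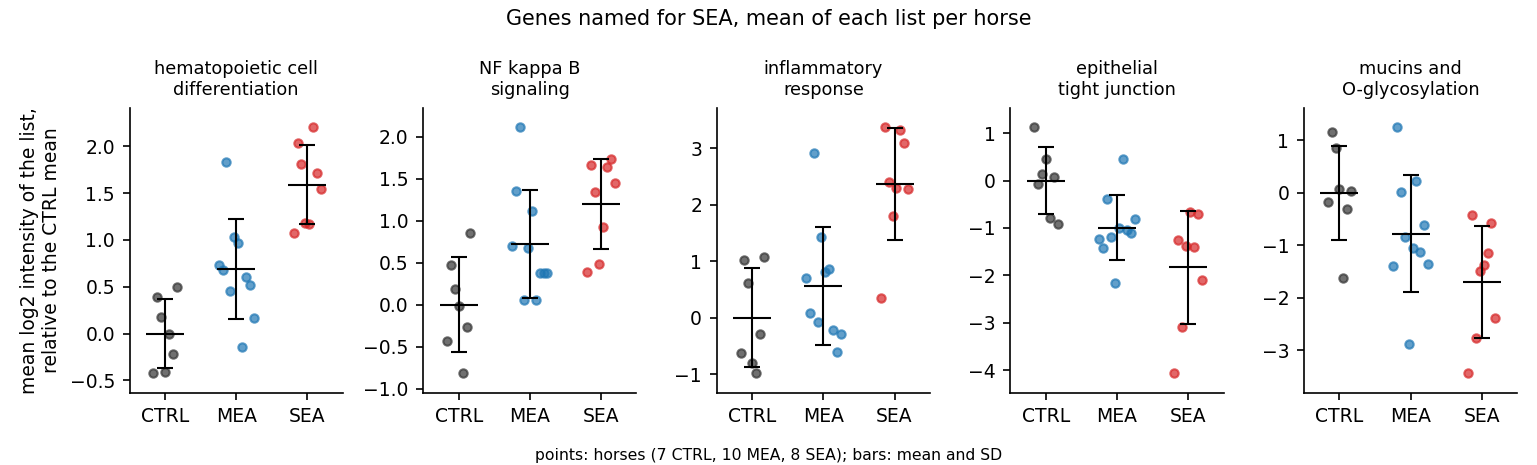
Mean normalized log2 intensity of each list of named genes relative to the CTRL mean (vertical axis) by group (horizontal axis), with points for single horses (7 CTRL, 10 MEA and 8 SEA) and bars for the mean and SD. The means of the first 3 lists lie 1.59, 1.20 and 2.36 above CTRL in SEA, and those of the last 2 lie at -1.83 and -1.70.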

While both pathways play central roles in airway defense, their dysregulation results in defective lung protection via either epithelial barrier breakdown or compromised ciliary clearance.

The comparison between MEA and CTRL groups yielded a lower number of DEGs with lower fold-changes (ranging from 2.8 to −5.4), thus reflecting the less evident separation from CTRLs observed in the PCA. 

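Between the MEA and CTRL groups, limma called 482 of the 4930 transcripts, with log2 fold changes between 1.67 and -2.56, against a range of 4.60 to -3.32 between SEA and CTRL. The median fold of a called transcript was 0.86 upward and -1.16 downward in MEA, and 1.11 and -1.27 in SEA, on the log2 scale. For 15 of the 482, the horses of both groups did not overlap. An unadjusted p below 0.05 was reached by 1129 transcripts. The number of calls moved most when the percentage of epithelial cells of each horse was a covariate, where none was called and 610 had an unadjusted p below 0.05; that percentage itself differed between the groups by 1.39 points (exact permutation test, p = 0.0117). With the slide as a block, 183 were called, 169 of them among the 482. Single horses mattered too, with 156 calls without CTRL replicate 1, 177 without CTRL replicate 6, 195 without CTRL replicate 4 and 750 without MEA replicate 7.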

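Of the 482 transcripts called, 160 were overexpressed and 322 underexpressed in MEA. The 53 transcripts listed as overexpressed in Table S2 that passed the filter here were all called in the same direction, as were 265 of the 309 that it lists as underexpressed. A further 107 overexpressed and 57 underexpressed transcripts were called here and are not in that table. The largest rises were those of XG (log2 fold change 1.67, SE 0.40, adjusted p = 0.0257), CD80 (1.64, SE 0.39, adjusted p = 0.0257) and CLEC7A (1.50, SE 0.50, adjusted p = 0.0857). The largest falls were those of CHST4 (-2.56, SE 0.40, adjusted p = 0.00849), TCTE3 (-2.33, SE 0.39, adjusted p = 0.00946) and PROM1 (-2.30, SE 0.42, adjusted p = 0.0135). Within slides, 99.6% (slide 1), 99.8% (slide 2), 95.4% (slide 3) and 86.3% (slide 4) of the 482 transcripts kept their sign.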

SAM analysis identified 379 DEGs (55 overexpressed and 324 underexpressed; see Table S2). 

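TNFRSF10A, CASP10, RUNX3 and RUNX1 were all called overexpressed in MEA. RUNX3 had a mean log2 intensity of 7.80 ± 0.38 (SD, n = 10) in MEA and 6.77 ± 0.54 (SD, n = 7) in CTRL, a log2 fold change of 1.03 (SE 0.23, adjusted p = 0.0235), and every MEA-affected horse lay above the CTRL mean. RUNX1 changed by 0.92 (SE 0.26, adjusted p = 0.0529) and was not called without CTRL replicate 6 (0.75, adjusted p = 0.127), with the slide as a block or with normexp correction. CASP10 rose from 6.27 ± 0.19 (SD, n = 7) to 6.92 ± 0.47 (SD, n = 10), a change of 0.65 (SE 0.20, adjusted p = 0.073). Its call was lost when any 1 of 9 horses was left out (CTRL replicates 1, 2, 4 and 6 and MEA replicates 2, 3, 5, 8 and 10), with the highest adjusted p, 0.172, without CTRL replicate 1. It was also lost with the slide as a block, the 75th percentile, normexp correction and no intensity filter. The 3 apoptosis transcripts had a list mean of 1.04 above CTRL (SD 0.45 in MEA and 0.33 in CTRL, adjusted p = 0.000679 by fry), and adjusted over the list alone all 3 had an adjusted p below 0.1.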

Among the upregulated transcripts, several genes involved in the regulation of apoptosis (e.g., CASP10 and TNFRSF10A) and RUNX3-mediated transcription (e.g., RUNX3 and RUNX1) were observed. 

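ACTN1, VASP, MSN and ARHGEF2 are represented by 7 transcripts, of which 6 were called overexpressed in MEA, with log2 fold changes from 0.69 to 1.28 over the 7. MSN had the largest, rising from 8.46 ± 0.67 (SD, n = 7) to 9.74 ± 0.57 (SD, n = 10), a change of 1.28 (SE 0.29, adjusted p = 0.0235). ACTN1 (ENSECAT00000021819) changed by 0.89 (SE 0.21, adjusted p = 0.0257), ARHGEF2 (ENSECAT00000015207) by 0.90 (SE 0.22, adjusted p = 0.027) and VASP (ENSECAT00000008066) by 0.91 (SE 0.23, adjusted p = 0.0317). The other VASP transcript, ENSECAT00000008154, changed by 0.69 (SE 0.29) and was not called (adjusted p = 0.162). The list mean lay 0.89 above CTRL in MEA (SD 0.28 in MEA and 0.36 in CTRL, adjusted p = 0.000305 by fry), and 10 of 10 MEA-affected horses lay above the CTRL mean. Adjusted over the list alone, all 7 had an adjusted p below 0.1. With the slide as a block, 4 of the 6 calls were lost, and ARHGEF2 ENSECAT00000015220 lost its call without CTRL replicate 4 (0.65, adjusted p = 0.115) or 6 (0.61, adjusted p = 0.124). By slide, the list mean was 0.77 (slide 1), 1.04 (slide 2), 1.17 (slide 3) and 0.41 (slide 4) higher in MEA.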

Upregulated genes were also found to participate in tight junction organization (e.g., ACTN1, VASP, MSN, and ARHGEF2). 

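The list of cilium assembly genes, with IFT27, IFT88, IFT57, TUBA1A, NPHP4 and DYNLL1 among them, has 8 transcripts, all called underexpressed in MEA. IFT57 fell from 12.55 ± 0.89 (SD, n = 7) to 10.57 ± 0.87 (SD, n = 10), a change of -1.98 (SE 0.40, adjusted p = 0.021). TUBA1A fell from 14.84 ± 0.70 to 12.95 ± 1.16, a change of -1.89 (SE 0.46, adjusted p = 0.0265). Of the 8, 3 kept their calls without each horse in turn (IFT57, TUBA1A and DYNLL1, the last at -1.25 with adjusted p = 0.0257). IFT27 lost its call without CTRL replicate 1 alone (-1.46, adjusted p = 0.103). NPHP4, the farthest from stable, lost it without any of 9 horses (CTRL replicates 1, 3, 4 and 6 and MEA replicates 2, 3, 5, 8 and 9), with an adjusted p of up to 0.189 without CTRL replicate 1. IFT88 lost its call without CTRL replicate 1, 4 or 6 or MEA replicate 2, 5 or 9, with the highest adjusted p, 0.179, without CTRL replicate 1. With the slide as a block, 4 of the 8 calls were lost. The list mean lay -1.47 from CTRL (SD 0.80 in MEA and 0.72 in CTRL, adjusted p = 0.00322 by fry), with 9 of 10 MEA-affected horses below the CTRL mean. The complement and coagulation genes CFI, CD46, F3, PLAT and C3 are represented by 10 transcripts, of which 5 were called. F3 fell from 9.49 ± 0.89 (SD, n = 7) to 7.70 ± 0.87 (SD, n = 10), a change of -1.79 (SE 0.40, adjusted p = 0.0235), and kept its call without each horse. CFI changed by -1.36 (SE 0.42, adjusted p = 0.0717) and lost its call without any of 9 horses (CTRL replicates 1, 3, 4 and 6 and MEA replicates 2, 4, 5, 9 and 10), the highest adjusted p being 0.182 without CTRL replicate 1. C3 was called for 3 of its 4 transcripts, the lowest change being -1.62 (ENSECAT00000008036, SE 0.46, adjusted p = 0.0542), which was lost without CTRL replicate 1, 4 or 6 (adjusted p = 0.124, 0.126 and 0.117). The other called C3 transcripts were less stable: ENSECAT00000007684 lost its call without any of 12 of the 17 horses (adjusted p up to 0.211) and under 7 alternatives, the authors' values among them, and ENSECAT00000020539 without any of 11 of the 17 (up to 0.18) and under 5 alternatives. Of the 5 complement and coagulation calls, 4 were lost with the slide as a block, all but that of F3. Neither PLAT (-0.78, SE 0.44, adjusted p = 0.294) nor the 3 transcripts of CD46 (-0.81, -0.35 and -0.34, lowest adjusted p = 0.14) were called. Single horses moved these small changes, that of PLAT to -0.51 without CTRL replicate 2, and those of CD46 ENSECAT00000012672 and ENSECAT00000012975 over ranges of -0.63 to -0.08 and -0.59 to -0.14. The mean of the complement and coagulation list lay -1.12 from CTRL (SD 0.72 in MEA and 0.77 in CTRL, adjusted p = 0.00853 by fry). Adjusted over the list alone, 8 of 8 cilium and 7 of 10 complement and coagulation transcripts had an adjusted p below 0.1.

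**Figure D2:**
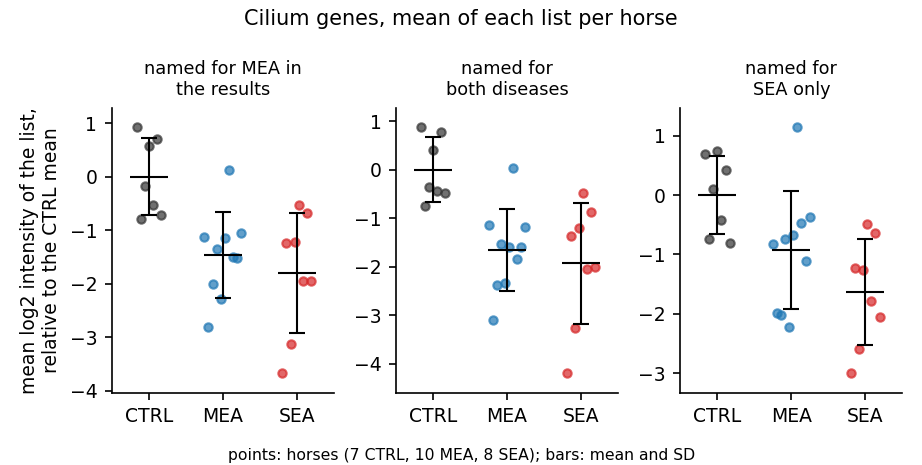
Mean normalized log2 intensity of 3 lists of cilium genes relative to the CTRL mean (vertical axis) by group (horizontal axis), with points for single horses (7 CTRL, 10 MEA and 8 SEA) and bars for the mean and SD. In MEA, the mean of the genes named for MEA in the results lies at -1.47, that of the genes named for both diseases at -1.66 and that of the genes named for SEA only at -0.93.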

Of particular interest is the downregulation of many genes implicated in cilium assembly (e.g., NPHP1, IFT27, IFT88, IFT57, TUBA1A, NPHP4, and DYNLL1) as well as complement coagulation cascades (e.g., CFI, CD46, F3, PLAT, and C3).

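Over the 4930 tested transcripts, 97 were called overexpressed and 267 underexpressed in both diseases against CTRL (Fisher's exact test on the calls, p = 6.84e-39 and p = 5.89e-167), and 0 were called in opposite directions. They made up 60.6% of the overexpressed and 82.9% of the underexpressed calls of MEA, and 694 and 554 transcripts were called in SEA alone, 63 and 55 in MEA alone. Both comparisons use the same 7 CTRL horses, which by itself makes their fold changes alike. In 100 simulations in which groups without any change were set against the same controls, the fold changes of both comparisons had a median correlation of 0.455 across transcripts, and 9 of 100 reached the observed 0.75. The simulations gave at most 16 shared overexpressed and 11 shared underexpressed transcripts (median 0 for each). Because their groups held no change, they cannot show how many shared calls the same controls add where 1612 and 482 transcripts are called. Of the 267 shared underexpressed transcripts, 210 had the lower fold change in SEA, with a median log2 fold change of -1.55 in SEA and -1.20 in MEA. The shared count moved most with the percentage of epithelial cells as a covariate, where none was called in MEA, and it was 118 without CTRL replicate 1 and 584 without MEA replicate 7, against 364 with all horses.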

The comparison between SEA and MEA DEGs revealed 248 downregulated and 29 upregulated genes that are shared in both diseases, showing a highly significant concordance (Fisher’s exact test, *p* < 0.0001; Figure 3). Functional annotation of commonly upregulated genes provided no significant result, while seven pathways were found to be significantly enriched when considering commonly downregulated genes. These pathways are largely redundant and can be traced back to “cilium assembly” (q-value 1.38 × 10^−7^) and “complement and coagulation cascades” (q-value 0.0061).

A two-class unpaired SAM test was also performed to investigate differentially expressed genes between SEA and MEA samples. Even if the PCA showed a separation between the two groups, the number of DEGs was considerably lower compared with those found against CTRLs. 

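Between the SEA and MEA groups, 110 of the 4930 transcripts were called, 71 overexpressed and 39 underexpressed in SEA, with log2 fold changes between 4.21 and -2.74. For 3 of them, the 8 SEA-affected and 10 MEA-affected horses did not overlap. An unadjusted p below 0.05 was reached by 1021 transcripts. The count stayed within 1.5 times with the authors' values (106), without the intensity filter (97), with a filter on spots well above background (114), with limma's trend and robust settings (122) and without a minimum fold change (111). It was 0 after scaling each array to its 75th percentile (992 transcripts with an unadjusted p below 0.05), with normexp background correction (848) and with the slide as a block (659), and 909 with the rank sum version of SAM. Leaving out single horses gave between 2 calls, without SEA replicate 2, and 559, without MEA replicate 3. On each slide alone, 83.6% (slide 1), 99.1% (slide 2), 97.3% (slide 3) and 100% (slide 4) of the 110 transcripts had the same sign as over all slides.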

In total, 20 and 3 genes were found to be upregulated and downregulated in the SEA group, respectively (see Table S3), with upregulated genes in SEA mainly involved in regulating the inflammatory response (e.g., RELT, CD1c, CD1E, and SLAMF9).

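Of the transcripts of Table S3 that passed the filter here, 17 of 18 overexpressed and 3 of 3 underexpressed ones were called in the same direction. A further 54 and 36 transcripts were called here and are not in that table. SLAMF9 had a mean log2 intensity of 7.29 ± 0.78 (SD, n = 8) in SEA and 5.49 ± 0.86 (SD, n = 10) in MEA, a log2 fold change of 1.80 (SE 0.37, adjusted p = 0.0542). RELT changed by 1.70 (SE 0.40, adjusted p = 0.0646), CD1E by 1.67 (SE 0.35, adjusted p = 0.0542) and CD1C (ENSECAT00000012056) by 1.10 (SE 0.24, adjusted p = 0.0588). All 8 SEA-affected horses lay above the MEA mean for SLAMF9, RELT and CD1E, and 7 of 8 for CD1C. Another CD1C transcript, ENSECAT00000012105, was below the intensity filter and changed by 1.94 (SE 0.41, adjusted p = 0.0482 without the filter). None of these 4 calls held throughout. SLAMF9 and CD1E lost theirs without SEA replicate 2 (adjusted p = 0.143 for each) and without MEA replicate 7 (0.105) or 10 (0.114). CD1C lost its call without SEA replicate 2 (adjusted p = 0.167) and MEA replicates 7, 9 and 10 (0.105, 0.109 and 0.124). RELT lost its call without any of 10 horses (SEA replicates 2, 3, 5, 7 and 8 and MEA replicates 2, 7, 8, 9 and 10), with the highest adjusted p, 0.167, without SEA replicate 2. With the slide as a block, normexp correction or the 75th percentile, none of the 4 was called. As a list, they lay 1.57 higher in SEA (SD 0.62 in SEA and 0.50 in MEA, adjusted p = 0.000163 by fry), and adjusted over the list alone all 4 had an adjusted p below 0.1. The largest rises over all transcripts were those of ENSECAT00000020635, which has no symbol and was above background on only 3 of 10 MEA arrays, so that its value and rank are not exact (4.21, SE 0.96, adjusted p = 0.063), SPP1 (3.48, SE 0.89, adjusted p = 0.0843) and IL18R1 (2.62, SE 0.63, adjusted p = 0.0709). The largest falls were those of TRPV4 (-2.74, SE 0.74), TNNI2 (-1.84, SE 0.50) and ZNF385D (-1.75, SE 0.47), each with an adjusted p of 0.0877.

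**Figure D3:**
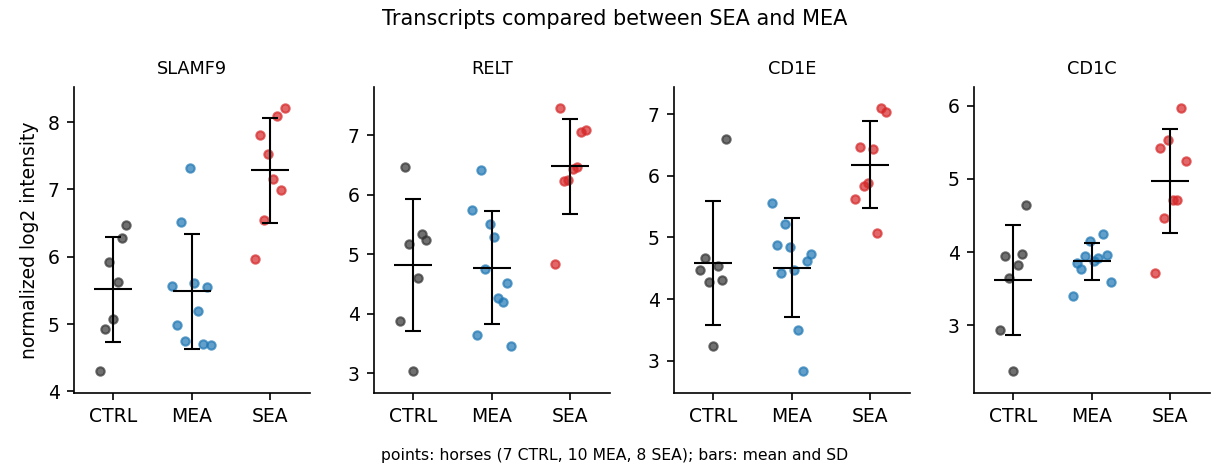
Normalized log2 intensity of SLAMF9, RELT, CD1E and CD1C (vertical axes) by group (horizontal axes), with points for single horses (7 CTRL, 10 MEA and 8 SEA) and bars for the mean and SD. SLAMF9 has a mean of 7.29 in SEA and 5.49 in MEA.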

### 3.3. Gene Set Enrichment Analysis (GSEA)

Gene set enrichment analysis was performed on 75 gene sets. Selected gene sets included immune-related pathways available in the MSigDB (see Methods) together with gene sets related to human respiratory diseases reported by Chowdhary et al. [34]. For both the MEA and SEA groups, the whole experimental dataset (normalized expression data of 6045 genes) was employed in comparison to the CTRL group. In the comparison between the MEA and CTRL groups, no gene set was found to be significantly enriched with an FDR q value ≤ 0.25. When comparing the SEA and CTRL groups, 38 gene sets were significantly enriched with FDR q value ≤ 0.25, with a total of 18 gene sets with FDR q value ≤ 0.25 and nominal *p* value ≤ 0.05 (see Table 2). Gene sets related to activation of inflammation (i.e., BIOCARTA_STRESS_PATHWAY, BIOCARTA_IL7_PATHWAY, KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION, and KEGG_LEUKOCYTE_TRANSENDOTHELIAL_MIGRATION) were among the most significantly enriched. Notably, the gene sets identified by Chowdhary et al. [37] as being associated with human COPD, emphysema, and asthma were all significant, the latter at nominal *p* value ≤ 0.05 (nominal *p* value: 0.048, FDR q value: 0.11).

## 4. Discussion

Several authors have investigated the immunological mechanisms underlying the immune response in mild and severe equine asthma. However, knowledge about its pathogenesis is still limited and fragmented. Information about the expression profiles of few candidate genes often does not allow robust conclusions about the pathogenesis and the involvement of innate and/or adaptive immune responses.

In the present work, we developed a horse-specific transcriptomic platform aiming at obtaining a more comprehensive picture of this disease to contribute to an improvement of diagnostic and therapeutic approaches. All genes found to be differentially expressed, and the corresponding fold changes are listed in Table S1 and Table S2 for the SEA and MEA groups, respectively.

### 4.1. MEA

A significant number of transcripts overexpressed in MEA are directly involved in the inflammatory response, particularly in the IFN-activated pathway (i.e., FI44 L and SIGLEC1), LPS recognition by macrophages (MSN), and prostaglandin biosynthesis (PTGS2).

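The 8 transcripts of the genes named for MEA in the discussion (IFI44L, SIGLEC1, MSN, PTGS2, TNFRSF10A and IL10RA in Table S2) were all called overexpressed in MEA. IFI44L (FI44 L in the text) rose from 6.26 ± 0.80 (SD, n = 7) to 7.67 ± 1.07 (SD, n = 10), a log2 fold change of 1.41 (SE 0.44, adjusted p = 0.073). Its call was lost without any of 8 horses (CTRL replicates 1, 3 and 6 and MEA replicates 2, 3, 4, 5 and 8), with the highest adjusted p, 0.182, without CTRL replicate 1. SIGLEC1 (ENSECAT00000015036) changed by 1.14 (SE 0.21, adjusted p = 0.0135), and every MEA-affected horse lay above every CTRL horse. PTGS2 rose from 10.19 ± 0.72 to 11.53 ± 0.59, a change of 1.34 (SE 0.31, adjusted p = 0.0235). In SEA, PTGS2 was overexpressed as well, by 2.17 (SE 0.36, adjusted p = 0.00376), whereas SIGLEC1 (0.49, adjusted p = 0.172) and IFI44L (0.37, adjusted p = 0.488) were not called. The mean of the 8 transcripts lay 1.17 above CTRL in MEA (SD 0.41 in MEA and 0.35 in CTRL, adjusted p = 0.000163 by fry), and adjusted over the list alone all 8 had an adjusted p below 0.1. With normexp background correction, 5 of the 8 calls were lost.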

The activation of type I IFN-dependent pathways is a consequent response to viral and other microbial infections, and it also has an immunomodulatory effect on activating natural killer (NK) cells, macrophages, and dendritic cells (DCs), all of which are essential effectors of the innate immune system. By virtue of their effect on DC maturation, type I IFNs are currently recognized as pivotal cytokines bridging two aspects of host defense: innate and adaptive immune systems [40]. MSN functions as an independent receptor on human monocytes for the bacterial endotoxin LPS and appears to play a role in the transduction of all LPS-induced signals, including the proinflammatory activities mediated, at least in part, by CD14 [41]. PTGS2, better known as cyclooxygenase 2 (COX2), is primarily an inducible isoform of the key enzyme for prostaglandin biosynthesis, and its expression can be upregulated in many cell types by cytokines, mitogens, and endotoxins. PTGS2 is highly expressed in inflamed tissues and is believed to produce prostaglandins involved in inflammatory processes [42]. 

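TNFRSF10A is represented by 2 transcripts, which rose in MEA by 1.26 (ENSECAT00000026410, SE 0.24, adjusted p = 0.018) and 1.23 (ENSECAT00000026397, SE 0.28, adjusted p = 0.0242) on the log2 scale. The mean log2 intensity of the first was 5.06 ± 0.56 (SD, n = 10) in MEA and 3.80 ± 0.35 (SD, n = 7) in CTRL, and that of the second was 9.07 ± 0.62 and 7.84 ± 0.54. For both, 10 of 10 MEA-affected horses lay above the CTRL mean, and both calls held without each horse in turn. With normexp correction, whose offset of 50 shrinks changes of dim transcripts, the first had a log2 fold change of 0.28 and was not called. Both were also overexpressed in SEA, by 1.68 and 1.16.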

Finally, TNFRSF10A (also known as DR4 or TRAILR-1) was found to be overexpressed in MEA-affected horses. TRAIL is a member of the TNF superfamily and acts as a type II membrane protein to induce apoptosis in a variety of target cells. In some cell types, TRAIL binding to the death receptors DR4, DR5, and/or DcR2 may also activate the transcription factor NF-κB, leading to the transcription of genes that actually antagonize death signaling pathways and promote inflammation [43]. In addition, neutrophils overexpress TRAIL in response to certain proinflammatory cytokines [44]. 

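The mean log2 intensity of IL10RA was 7.02 ± 0.40 (SD, n = 10) in MEA and 6.14 ± 0.49 (SD, n = 7) in CTRL, a log2 fold change of 0.87 (SE 0.22, adjusted p = 0.0351). All 10 MEA-affected horses lay above the CTRL mean, and the change stayed between 0.80 and 1.02 with each horse left out in turn. The call was lost with the slide as a block and with normexp background correction. In SEA, IL10RA changed by 0.39 (SE 0.22) and was not called (adjusted p = 0.188).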

While all of the above evidence points to the activation of proinflammatory pathways, the upregulation of IL10RA, which is part of the cytokine IL-10, also suggests the presence of signals to counterbalance the inflammatory reaction. IL-10 inhibits the synthesis of INF-γ by T lymphocytes, promoting the development of a Th2 cytokine profile. IL-10 also inhibits proinflammatory mediators, including PTGS2 [45]. Overexpression of IL10RA is in agreement with evidence from Beeckman et al. [4], who reported the upregulation of IL-10 in BAL cells of horses with MEA.

In the present work, we decided to include only samples characterized by a neutrophilic infiltrate. However, although the obtained results indicate the activation of proinflammatory pathways, it is still difficult to determine whether a predominant Th1 or Th2 immune response has developed.

### 4.2. SEA

SEA has been suggested to be the pulmonary disease naturally occurring in animals that is most similar to human asthma. In the present study, analysis of the SEA transcriptome highlighted some interesting results. Chemokine CC Motif Ligand 17 (CCL17) was found to be the most upregulated transcript (FC 15.8). This chemokine is released by M2 macrophages and activated by the proinflammatory mediators IL-4 or IL-13, and it acts by promoting the activation and migration of T lymphocytes to the site of inflammation. 

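The mean log2 intensity of CCL17 was 9.96 ± 1.92 (SD, n = 8) in SEA and 6.33 ± 1.42 (SD, n = 7) in CTRL, a log2 fold change of 3.64 (SE 0.80, adjusted p = 0.00969). All 8 SEA-affected horses lay above the CTRL mean, and the change stayed between 3.16 and 4.08 without each horse in turn. The fold changes of Table S1 follow the ratio of mean unlogged intensities (correlation 0.994 across transcripts) more closely than the difference of mean log2 intensities (0.981). On that unlogged scale, the fold change of CCL17 was 18.2. Among the 791 overexpressed transcripts, it had rank 2 on the unlogged scale and rank 3 on the log2 scale. Among those with a symbol, these ranks were 1 and 2. Rank 1 of all on both scales was held by ENSECAT00000020635, a transcript without a symbol that was above background on 1 of 7 CTRL arrays, so that its unlogged fold change of 32.2, and with it its rank, is not exact. MBP followed CCL17 on the unlogged scale with 16.3. Against MEA, CCL17 was 2.75 higher in SEA (SE 0.88) and was not called (adjusted p = 0.121).

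**Figure D4:**
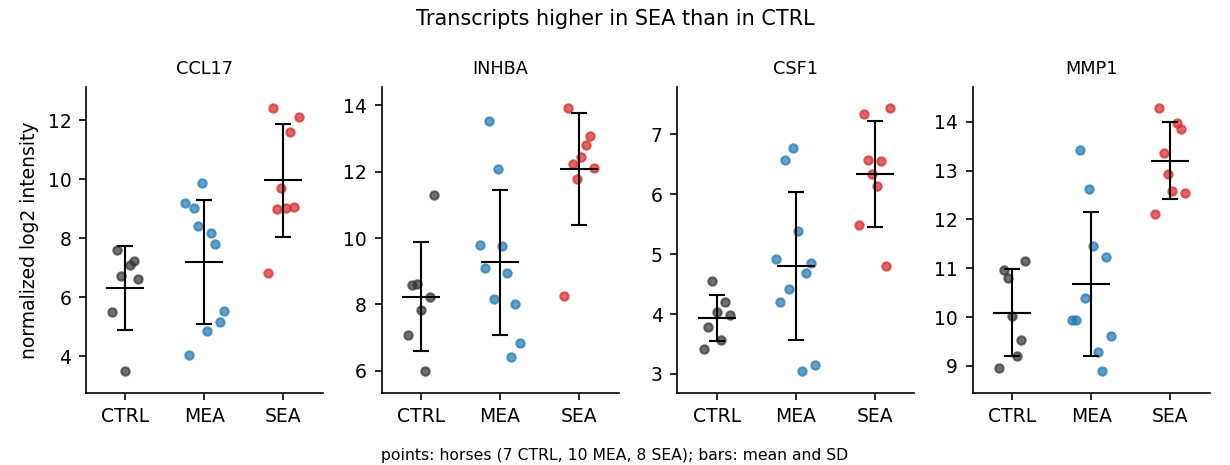
Normalized log2 intensity of CCL17, INHBA, CSF1 and MMP1 (vertical axes) by group (horizontal axes), with points for single horses (7 CTRL, 10 MEA and 8 SEA) and bars for the mean and SD. CCL17 has a mean of 9.96 in SEA and 6.33 in CTRL.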

Staples and colleagues [46] reported the overexpression of CCL17 in human asthmatic patients, suggesting the involvement of the PI3-Kinase (PI3K) pathway in IL-4-induced CCL17 production.

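The IL-4 receptor transcript IL4R had a mean log2 intensity of 14.58 ± 0.70 (SD, n = 8) in SEA and 13.45 ± 0.53 (SD, n = 7) in CTRL. Its log2 fold change was 1.14 with an SE of 0.31 (adjusted p = 0.0184), and all 8 SEA-affected horses lay above the CTRL mean. PIK3CG is represented by 2 transcripts, with log2 fold changes of 1.32 (ENSECAT00000021205, SE 0.44, adjusted p = 0.0362) and 1.17 (ENSECAT00000021120, SE 0.33, adjusted p = 0.0187). Its intensity in CTRL replicate 1 lay far below the other controls, at 3.23 against 5.97 to 6.90 for the first transcript, and without that horse the change of the first was 0.86. All 3 calls held without each horse in turn, and both PIK3CG calls were lost with normexp background correction.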

Notably, in the present study, both the IL-4 receptor and PIK3CG were upregulated in the SEA group. PI3K is known to promote the activation of the IL-17, IL-2, and TGF1β pathways. The involvement of IL-17 in SEA pathogenesis has been previously suggested by Korn and colleagues [27], who found significantly increased IL-17 immunoreactivity in lymph node sections of SEA-affected horses even if IL-17 mRNA expression itself was not dysregulated. In fact, in our study, the genes encoding IL-17 subunits A-C-F were not differentially expressed. In contrast, TGF1β was overexpressed in SEA. It plays a key role in stimulating the conversion of epithelial cells into fibroblasts and myofibroblasts. This mechanism, associated with collagen overproduction, appears to be involved in bronchial fibrosis in human asthma and COPD [47]. 

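TGF1β appears as TGFB1 in Table S1. Its mean log2 intensity was 9.84 ± 0.25 (SD, n = 8) in SEA and 8.98 ± 0.41 (SD, n = 7) in CTRL, a log2 fold change of 0.86 (SE 0.19, adjusted p = 0.00986), with all 8 SEA-affected horses above the CTRL mean. The change lay between 0.73 and 0.95 without each horse in turn. In MEA it was 0.57 (SE 0.21) and not called (adjusted p = 0.124).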

The binding between TGF1β and its receptor may activate a SMAD-dependent signaling pathway and a SMAD-independent one [42]. In vitro, the conversion of human respiratory epithelial cells (and in particular bronchial epithelial cells) into mesenchymal tissue stimulated by TGF1β appears to follow the SMAD-dependent pathway, which includes the activation of SMAD3 and SMAD4 [48,49]. In the present study, no significant differences in the expression levels of SMAD3 and SMAD4 between the SEA and CTRL groups were found, while overexpression of TRAF6 and TAK1, the activation of which promotes the SMAD-independent pathway, was observed. The hypothesis of a predominant involvement of the SMAD-independent pathway is also supported by overexpression of SMAD7, which acts as an inhibitory molecule of the SMAD-dependent pathway [50,51].

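SMAD7 had a mean log2 intensity of 6.38 ± 0.49 (SD, n = 8) in SEA and 4.88 ± 0.59 (SD, n = 7) in CTRL, a log2 fold change of 1.50 (SE 0.27, adjusted p = 0.00469). Every SEA-affected horse lay above every CTRL horse, and the change stayed between 1.35 and 1.62 without each horse in turn. With normexp background correction the call was lost.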

A similarity with the mechanism of bronchoconstriction, which characterizes airway remodeling in human asthmatic patients, appears to be confirmed by overexpression of MMP-9 and TIMP-1 [52,53]. 

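MMP9 had a mean log2 intensity of 10.94 ± 1.26 (SD, n = 8) in SEA and 9.06 ± 1.76 (SD, n = 7) in CTRL. Its log2 fold change was 1.88 (SE 0.71, adjusted p = 0.0592), and 7 of 8 SEA-affected horses lay above the CTRL mean. The call was lost without CTRL replicate 1, 4 or 5 (adjusted p = 0.125, 0.129 and 0.114) and without SEA replicate 2 (0.105). TIMP1 rose from 12.86 ± 0.92 to 14.17 ± 0.84, a change of 1.32 (SE 0.42, adjusted p = 0.0323), and held without each horse in turn. The list of MMP1, MMP9, TIMP1 and INHBA lay 2.54 above the CTRL mean (SD 1.06 in SEA and 1.22 in CTRL, adjusted p = 0.00182 by fry), and adjusted over the list alone all 4 had an adjusted p below 0.1.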

MMP-9 expression and gelatinolytic activity were recently found to be significantly increased in BAL of horses with asthma (i.e., RDLAI, Lower Airway Inflammation with Respiratory Distress, [54]) and it is suggested that they are involved in the MMP-dependent proliferation of smooth muscle cells, a structural change that appears in asthmatic airways. Another study [55] reported increased levels of metalloproteinases and their inhibitors, in particular MMP-9 and TIMP-1, in equine chronic pneumopathies including RAO, suggesting these molecules have prognostic value. The same authors also hypothesized that in equine asthma, overexpression of MMPs contributes to pathological tissue destruction, while TIMPs counteract MMPs with overexpression, leading to fibrosis formation [56].

Moreover, considerable overexpression of INHBA in SEA-affected horses might also suggest a role for this molecule in the bronchoconstriction process, as it was proven to stimulate bronchial cells’ proliferation and extracellular matrix remodeling [57].

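The mean log2 intensity of INHBA was 12.08 ± 1.68 (SD, n = 8) in SEA and 8.23 ± 1.64 (SD, n = 7) in CTRL, a log2 fold change of 3.85 (SE 0.78, adjusted p = 0.00721), rank 2 among the 791 overexpressed transcripts. All 8 SEA-affected horses lay above the CTRL mean. SEA replicate 1, at 8.26, was far below the other 7, which lay between 11.78 and 13.92, and the change ranged from 3.47 to 4.40 without each horse in turn. Against MEA, INHBA was 2.82 higher in SEA (SE 0.86), which did not pass the adjustment (adjusted p = 0.114).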

Dysregulation of apoptosis has been implicated in allergic asthma and COPD in humans. Breuer et al. [58] and Moran et al. [59] conducted studies on the apoptotic response of different lymphocyte subpopulations in SEA-affected horses. They showed that delayed apoptosis could promote persistent inflammation and related tissue damage. Neutrophil/macrophage apoptosis was also proven to be altered in the BAL fluid of SEA-affected horses compared with healthy animals, with a significantly higher percentage of viable neutrophils in SEA [60]. In the present study, overexpression of genes involved in both promoting and inhibiting apoptotic mechanisms, such as FAS, CASP8, CFLAR, MAPK8, and PDCD1, was observed in the SEA group. 

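FAS, CFLAR and MAPK8 were called overexpressed in SEA. CFLAR rose from 5.82 ± 0.97 (SD, n = 7) to 7.58 ± 1.01 (SD, n = 8), a log2 fold change of 1.76 (SE 0.47, adjusted p = 0.0174). FAS changed by 1.21 (ENSECAT00000014505, SE 0.32, adjusted p = 0.0161) and 0.92 (ENSECAT00000014464, SE 0.30, adjusted p = 0.0336), and MAPK8 by 1.21 (SE 0.29, adjusted p = 0.0123). MAPK8 is a dim transcript, with a mean of 4.34 in SEA and 3.13 in CTRL, and was above background on 4 of 7 CTRL arrays. PDCD1 was below the intensity filter. Without the filter it changed by 1.16 (SE 0.42, adjusted p = 0.0658), from 3.36 ± 0.66 to 4.53 ± 1.01. FAS and MAPK8 lost their calls with normexp background correction. CASP8 has no transcript with that symbol in Tables S1 to S3, so that no value can be given for it.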

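CSF1 had a mean log2 intensity of 6.33 ± 0.88 (SD, n = 8) in SEA and 3.93 ± 0.39 (SD, n = 7) in CTRL. The log2 fold change was 2.40 (SE 0.34, adjusted p = 0.00187), and every SEA-affected horse lay above every CTRL horse. On the unlogged scale, the ratio of means was 5.95. CSF1 was above background on 8 of 8 SEA and 5 of 7 CTRL arrays. In MEA it changed by 0.87 (SE 0.45) and was not called (adjusted p = 0.256).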

Notably, CSF1, which plays a key role in granulocyte survival, was found to be strongly upregulated in the SEA group (FC 5.7). The anti-apoptotic effect of CSF1 in heaves-affected horses has been proven to be mediated by STAT5, which, in turn, induces the transcription of BCL2L1 [60]. In the present study, both STAT5 and BCL2L1 were overexpressed in the SEA group, suggesting that STAT5 activation by CSF1 may be involved in delaying granulocyte apoptosis [61].

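BCL2L1 rose from 4.66 ± 0.37 (SD, n = 7) in CTRL to 6.13 ± 0.50 (SD, n = 8) in SEA, a log2 fold change of 1.47 (SE 0.24, adjusted p = 0.00326), with every SEA-affected horse above every CTRL horse. Of the STAT5 genes, STAT5A has a symbol in Table S1. It rose from 4.63 ± 0.53 (SD, n = 7) to 5.47 ± 0.71 (SD, n = 8), a change of 0.84 (SE 0.32, adjusted p = 0.0583). That call was lost with the authors' normalized values (0.71, adjusted p = 0.136), quantile normalization (0.66, adjusted p = 0.236), the 75th percentile (0.58, adjusted p = 0.119) and normexp correction (0.21, adjusted p = 0.242). It was also lost without CTRL replicate 1 (adjusted p = 0.127), CTRL replicate 6 (0.103) or SEA replicate 7 (0.101). BCL2L1 lost its call under normexp correction alone. The list of apoptosis genes named for SEA lay 1.40 above CTRL (SD 0.37 in each group, adjusted p = 0.000125 by fry), and adjusted over the list alone all 7 tested transcripts had an adjusted p below 0.1.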

The immunological processes responsible for the persistent airway inflammation in SEA horses are still largely unknown, although a role of HIF1 has been hypothesized. HIF1 is a major transcription factor responsible for regulating cellular adaptation to hypoxic conditions and is also a master regulator of inflammation. Indeed, it has been proven to regulate many proinflammatory genes, such as TNFα, IL8, VEGFA, and CXCR4 [62,63]. HIF1 activity is dependent on the abundance of the oxygen-regulated HIF1 alpha subunit (HIF1α), which has been reported as being upregulated in alveolar macrophages and lung parenchyma in asthma, and its expression was found to be increased in SEA-affected horses [64].

Unfortunately, at the time of microarray design, the HIF1α gene was not annotated on the *E. caballus* draft genome, making it impossible to investigate its mRNA levels in the present study. However, several HIF1 target genes were found to be upregulated in the SEA group compared with the CTRL group, with FCs ranging from 1.6- to 4-fold (TNFα, CXCR4, IL8, and VEGFA), providing indirect evidence of increased HIF1 activity in SEA-affected horses. In this respect, the strong downregulation of DCN (FC −12.9), which is known to inhibit HIF1 and VEGF expression, is also worth noting [65].

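Of the 4 target genes, IL8, VEGFA and CXCR4 were called overexpressed in SEA and TNF was not. IL8 rose from 13.87 ± 1.31 (SD, n = 7) to 16.16 ± 0.81 (SD, n = 8), a log2 fold change of 2.30 (SE 0.51, adjusted p = 0.00977). VEGFA rose from 3.93 ± 0.87 to 5.87 ± 1.33, by 1.94 (SE 0.54, adjusted p = 0.0189), and CXCR4 from 11.79 ± 0.82 to 13.14 ± 1.13, by 1.35 (SE 0.48, adjusted p = 0.0467). TNF changed from 11.29 ± 0.68 to 11.79 ± 0.58, by 0.50 (SE 0.31, adjusted p = 0.25), which is within the spread between horses, and 5 of 8 SEA-affected horses lay above the CTRL mean. Its change moved between 0.31, without CTRL replicate 5, and 0.67, without CTRL replicate 1. With normexp background correction TNF was called (0.68, adjusted p = 0.0815). On the unlogged scale, the ratios of means were 4.01 for IL8, 4.46 for VEGFA, 2.9 for CXCR4 and 1.39 for TNF. The 3 called targets held without each horse in turn.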

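DCN (ENSECAT00000021671) was below the intensity filter. Its mean log2 intensity was 3.15 ± 0.80 (SD, n = 8) in SEA and 4.57 ± 2.81 (SD, n = 7) in CTRL, a log2 fold change of -1.41 (SE 0.92) that was not called without the filter (adjusted p = 0.329). It was above background on 4 of 8 SEA and 5 of 7 CTRL arrays. On the unlogged scale, the fold change was -13.3. That value rests on CTRL replicates 4 and 6, which lay at 9.47 and 7.71, above every SEA-affected horse (2.36 to 4.52), while the other 5 CTRL horses lay between 2.42 and 3.31. Without both, the unlogged fold change was 1.29.

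**Figure D5:**
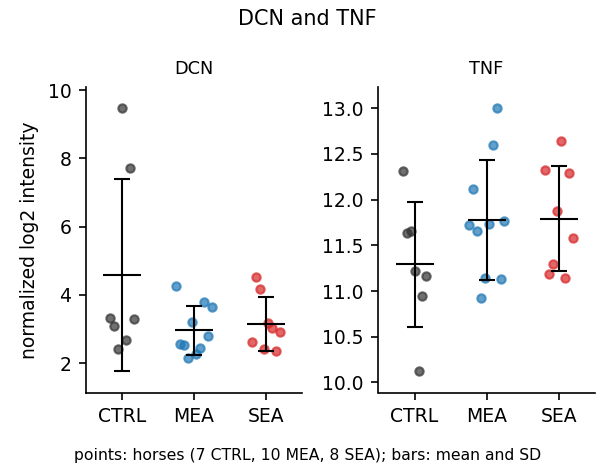
Normalized log2 intensity of DCN and TNF (vertical axes) by group (horizontal axes), with points for single horses (7 CTRL, 10 MEA and 8 SEA) and bars for the mean and SD. For DCN, CTRL replicates 4 and 6 lie at 9.47 and 7.71, and the other 5 CTRL horses lie between 2.42 and 3.31.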

Meanwhile, the significant overexpression of one of the major regulators of HIF1α, FIH1 (factor inhibiting hypoxia, aka HIF1αN), appears to be contrasting evidence. 

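FIH1 appears as HIF1AN in Table S1. It rose from 4.18 ± 0.59 (SD, n = 7) in CTRL to 5.10 ± 0.68 (SD, n = 8) in SEA, a log2 fold change of 0.92 (SE 0.32, adjusted p = 0.0411), with 7 of 8 SEA-affected horses above the CTRL mean. The call held without each horse in turn and was lost with the 75th percentile and with normexp background correction. HIF1AN was also 1.09 higher in SEA than in MEA (SE 0.30, adjusted p = 0.0946), a comparison without any call under these 2 settings or with the slide as a block.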

FIH1 is an asparaginyl hydroxylase that is usually upregulated under normoxic conditions and contributes to the inactivation of HIF1α. However, FIHs are HIF target genes themselves, and their upregulation under hypoxia results in a negative feedback loop that reduces HIF1α stabilization [66], providing a possible explanation for this paradoxical observation.

Matrix metalloproteinases (MMPs) might also contribute to SEA pathogenesis. In particular, MMP-1 and MMP-9, both found to be overexpressed compared with CTRLs, have been reported to be associated with COPD severity [67,68], even if their role has not been elucidated. 

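The mean log2 intensity of MMP1 was 13.21 ± 0.78 (SD, n = 8) in SEA and 10.09 ± 0.89 (SD, n = 7) in CTRL, a log2 fold change of 3.12 (SE 0.40, adjusted p = 0.000896). Every SEA-affected horse lay above every CTRL horse, and the change stayed between 2.93 and 3.29 without each horse in turn. MMP9 (1.88, adjusted p = 0.0592) overlapped between the groups.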

In RAO-affected horses, the positive correlations between MMP-9 expression and neutrophil percentage led to the hypothesis that these cells are the main producers of MMPs [56]. In turn, MMPs might be involved in recruiting inflammatory cells through the airway, thus contributing to sustaining the inflammatory picture typical of SEA disease. This is the case for MMP-9, the levels of which are increased in BAL fluid from patients with asthma, and its role in controlling the T-cell response to allergens and in airway remodeling has been proven [69]. 

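Between SEA and MEA, MMP1 was 2.53 higher in SEA on the log2 scale (SE 0.54, adjusted p = 0.0546), with 13.21 ± 0.78 (SD, n = 8) against 10.68 ± 1.48 (SD, n = 10). Among the 71 transcripts called overexpressed in SEA, it had rank 5 on the log2 scale, and rank 4 among those with a symbol. On the unlogged scale it had rank 11, with a ratio of 3.87, after SPP1 (6.13) and CCL20 (6) among others. By correlation over its 23 transcripts, the fold changes of Table S3 follow the log2 difference (0.995) more closely than the unlogged ratio (0.976). By median absolute difference they lie slightly nearer the unlogged ratio (0.066 against 0.071), so that the scale is not settled. The call was lost without SEA replicate 2 (adjusted p = 0.144) and without MEA replicate 7 (0.105) or 10 (0.114), and with the slide as a block, the 75th percentile or normexp background correction.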

MMP-1 overexpression in the lung has been reported to be associated with emphysema in humans [68]; notably, this gene was also found herein to be the most upregulated in the comparison between SEA and MEA.

Comparing the present findings with those of Ramery and colleagues [70], GADD45A and PTX3 were similarly upregulated. 

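GADD45A rose from 11.31 ± 1.40 (SD, n = 7) in CTRL to 14.06 ± 1.78 (SD, n = 8) in SEA, a log2 fold change of 2.75 (SE 0.76, adjusted p = 0.0185). PTX3 rose from 12.42 ± 1.81 to 15.01 ± 2.11, a change of 2.59 (SE 0.92, adjusted p = 0.0472), and was not called without CTRL replicate 1 (2.25, adjusted p = 0.107). For each gene, 7 of 8 SEA-affected horses lay above the CTRL mean. In MEA, the changes were 0.65 and 0.61, and neither was called (adjusted p = 0.611 and 0.643).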

GADD45 expression levels usually increase under stress conditions, including hypoxia, which could lead to cell growth arrest and DNA damage [71]. PTX3 is involved in innate resistance against pathogens, mainly acting at the infection and inflammation sites. Overexpression of this gene may be responsible for increased production of nitric oxide and other proinflammatory molecules as well as for neutrophilic recruitment in the airways of SEA-affected horses [26].

The gene set enrichment analysis highlighted several molecular pathways that were enriched in the SEA group. A significant enrichment of the asthma pathway [72], grouping 174 genes, was found. Among these, IL4R has become relevant, as IL4 is one of the key interleukins involved in the development of this disease. 

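IRAK3 had a mean log2 intensity of 7.44 ± 1.43 (SD, n = 8) in SEA and 6.01 ± 0.69 (SD, n = 7) in CTRL, a log2 fold change of 1.42 (SE 0.54, adjusted p = 0.0621), with 7 of 8 SEA-affected horses above the CTRL mean. The call was lost without CTRL replicate 1 or 4 (adjusted p = 0.136 and 0.104) and without SEA replicate 2, 3 or 6 (0.114, 0.11 and 0.104). As a list, IL4R, PIK3CG and IRAK3 lay 1.26 above CTRL (SD 0.66 in SEA and 0.64 in CTRL, adjusted p = 0.00324 by fry), and adjusted over the list alone all 4 transcripts had an adjusted p below 0.1. The gene sets of the enrichment analysis themselves were not part of the data used here, so that no set was tested again.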

Among the frequent genes, PIK3CG and IRAK3 play a very important role. Some studies in human asthmatic patients demonstrated that PIK3CG inhibition leads to an improvement in respiratory signs, both decreasing Th17 cell differentiation and smooth muscle cell proliferation [25]. These processes result in a reduction in airway inflammation and in the mitigation of bronchoconstriction. This could suggest a possible use of PIK3CG as an inhibitory target to reduce the clinical symptoms in SEA-affected horses. On the other hand, IRAK3 has recently emerged as a susceptibility candidate gene for asthma [73].

Interestingly, the NF-κB pathway was also significantly enriched. Activation of NF-κB appears to be the basis for increased expression of many inflammatory genes and for the perpetuation of chronic airway inflammation in asthma. The synthesis of cytokines, such as TNF-α (upregulated 1.6-fold in the SEA group), IL-1β (upregulated 1.8-fold), IL-6 (IL6 signal transducer was upregulated 2.3-fold), and IL-8 (IL-8 precursor was overexpressed 3.4-fold) is mediated by NF-κB [74].

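IL1B is represented by 2 transcripts, both called overexpressed in SEA. The first (ENSECAT00000000066) rose from 12.89 ± 1.49 (SD, n = 7) to 14.76 ± 1.28 (SD, n = 8), a log2 fold change of 1.87 (SE 0.65, adjusted p = 0.0436). The second (ENSECAT00000000217) rose from 15.67 ± 1.13 to 16.87 ± 0.74, by 1.20 (SE 0.45, adjusted p = 0.0572), and lost its call with quantile normalization and without CTRL replicate 1, 4, 5 or 6 (adjusted p = 0.11, 0.114, 0.115 and 0.119). On the unlogged scale, the ratios of means were 3.31 and 1.99. Both IL6ST transcripts had a ratio of 2.32, with log2 fold changes of 1.18 (ENSECAT00000021352, SE 0.30, adjusted p = 0.0147) and 1.17 (ENSECAT00000021367, SE 0.27, adjusted p = 0.0121). The list of cytokine genes named here and TLR4 lay 1.51 above CTRL (SD 0.67 in each group, adjusted p = 0.00136 by fry), and adjusted over the list alone 6 of 7 transcripts had an adjusted p below 0.1, TNF being the exception.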

The involvement of the innate component of immunity through the enrichment of the Toll-like receptor pathway with strong upregulation of TLR4 confirmed previous results [20,38].

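TLR4 had a mean log2 intensity of 13.81 ± 1.42 (SD, n = 8) in SEA and 11.45 ± 1.25 (SD, n = 7) in CTRL, a log2 fold change of 2.36 (SE 0.63, adjusted p = 0.0171). All 8 SEA-affected horses lay above the CTRL mean, and the change stayed between 2.04 and 2.68 without each horse in turn. In MEA it was 0.63 (SE 0.62) and not called (adjusted p = 0.554), although MEA replicate 3, at 15.87, lay above the other 9 MEA-affected horses, the highest of which was at 12.99.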

From these findings, many similarities with human asthma were observed. In addition, the involvement of both innate and acquired components of immunity was also confirmed, and a prevalent Th2-response seemed to be shown.

### 4.3. Commonly Regulated Genes

Analysis of MEA- and SEA-affected horses revealed hundreds of genes whose expression is increased or decreased in both diseases, suggesting that they might share some biological mechanisms. Functional annotation of commonly upregulated genes produced no significant results, likely due to the low number of shared genes [32], while the analysis of commonly downregulated genes yielded highly significant results. The cilium assembly pathway was the most significantly enriched (q value: 1.4e-07). Modulation of genes regulating length, growth, and motility of cellular cilia [75] was observed in both diseases. In particular, underexpression of RSPH9, IFT57, IFT74, IFT27, IFT81, IFT88, IFT20, and BBS2 was noted in the MEA group when compared to CTRL. Downregulation of these transcripts may suggest reduced respiratory mucociliary clearance in MEA-affected horses. 

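The 8 genes are represented by 10 transcripts, all called underexpressed in MEA. RSPH9 (ENSECAT00000000629) fell from 10.30 ± 0.69 (SD, n = 7) to 8.07 ± 1.24 (SD, n = 10), a log2 fold change of -2.23 (SE 0.48, adjusted p = 0.021). IFT74 changed by -1.76 (SE 0.40, adjusted p = 0.0235), IFT81 by -1.49 (SE 0.43, adjusted p = 0.0568), BBS2 by -1.32 (SE 0.26, adjusted p = 0.018) and IFT20 by -0.83 (SE 0.27, adjusted p = 0.0834). The calls of RSPH9, IFT57, IFT74 and BBS2 held without each horse in turn. IFT81 lost its call without CTRL replicate 1, 4 or 6 (adjusted p = 0.154, 0.12 and 0.124). IFT20 lost it without any of 11 horses (CTRL replicates 1, 3, 4 and 6 and MEA replicates 2, 3, 4, 5, 8, 9 and 10), up to an adjusted p of 0.201 without CTRL replicate 1. The slide as a block removed 3 of the 10 calls. The list mean lay -1.66 from CTRL (SD 0.85 in MEA and 0.66 in CTRL, adjusted p = 0.00182 by fry), with 9 of 10 MEA-affected horses below the CTRL mean, and adjusted over the list alone all 10 had an adjusted p below 0.1. By slide, it was -2.52 (slide 1), -2.02 (slide 2), -1.61 (slide 3) and -0.86 (slide 4, with 1 CTRL array).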

The same genes plus IFT52, IFT122, IFT140, IFT80, IFT172, NEK3, NEK4, NEK11, and BBS4 were underexpressed in SEA-affected horses. In particular, BBS2 and BBS4 are expressed in the airway epithelia, and both BBS2- and BBS4-deficient mice were shown to have abnormal motile cilia structure and reduced beat frequency [76]. 

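In SEA, the 10 transcripts named for both diseases were called underexpressed, with log2 fold changes between -2.62 and -1.14, and so were all 11 transcripts of the further 9 genes, between -2.48 and -0.72. NEK11 fell from 6.25 ± 0.80 (SD, n = 7) to 3.77 ± 1.81 (SD, n = 8), a change of -2.48 (SE 0.67, adjusted p = 0.0178), and IFT122 from 6.63 ± 0.65 to 4.48 ± 1.44, by -2.15 (SE 0.54, adjusted p = 0.015). BBS4 had the smallest change, -0.72 (SE 0.20, adjusted p = 0.0204). IFT80 (-1.53, adjusted p = 0.0595) lost its call without CTRL replicate 3, 4 or 6 (adjusted p = 0.102, 0.122 and 0.121) or SEA replicate 8 (0.106). The mean of the further genes lay -1.63 from CTRL (SD 0.90 in SEA and 0.66 in CTRL, adjusted p = 0.00295 by fry), with 8 of 8 SEA-affected horses below the CTRL mean, and adjusted over the list alone all 11 had an adjusted p below 0.1. In MEA, 1 of these 11 transcripts (BBS4, -0.65, adjusted p = 0.0757) was called, and 6 had an unadjusted p below 0.05. Their mean lay -0.93 from CTRL there (exact permutation test, p = 0.052). Whether they differ between the diseases was tested directly, in a comparison chosen after these values were seen. None of the 11 was called between SEA and MEA by limma, 1 had an unadjusted p below 0.05, and the lowest adjusted p was 0.216. Their mean was -0.70 in SEA relative to MEA (two-sided exact permutation test, p = 0.14, over 43758 splits). For the 10 transcripts named for both diseases, the difference was -0.27 (exact permutation test, p = 0.602).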

The greater number of underexpressed genes affecting ciliary behavior in SEA compared with MEA patients might suggest worse mucociliary clearance in severe asthma than in mild asthma. This hypothesis seemed to be further confirmed by the marked overexpression of ET1 observed in SEA patients. 

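ET1 appears as EDN1 in Table S1. Its mean log2 intensity was 6.91 ± 0.49 (SD, n = 8) in SEA and 4.33 ± 0.86 (SD, n = 7) in CTRL, a log2 fold change of 2.58 (SE 0.34, adjusted p = 0.000896), and every SEA-affected horse lay above every CTRL horse. EDN1 was also 1.62 higher in SEA than in MEA (SE 0.38, adjusted p = 0.0709), where its mean was 5.29 ± 1.06 (SD, n = 10), although no transcript was called between SEA and MEA with the slide as a block, the 75th percentile or normexp background correction.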

Sabater et al. [77] showed that, apart from being an effective constrictor of bronchial smooth muscle, ET1 significantly depressed the mean tracheal mucus velocity (index of mucociliary clearance) in ovine airways. This finding seems to be supported by the observed increase in the amount of mucus in the SEA group compared with the MEA group. The mucociliary clearance ability in SEA-affected animals is still a controversial issue. Some authors showed, through clinical trials, a decreased clearance ability in horses affected by severe asthma [78], while others did not identify any differences compared with the control group [79]. Mucus hypersecretion is due to complex processes, which include mucin gene transcription, translation into polypeptides, glycosylation of the polypeptide backbones, and goblet cell hyperplasia [80]. 

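MUC4 fell from 9.47 ± 1.02 (SD, n = 7) in CTRL to 7.13 ± 1.63 (SD, n = 8) in SEA, a log2 fold change of -2.34 (SE 0.65, adjusted p = 0.0187). MUC1 fell from 7.46 ± 1.29 to 5.81 ± 0.92, by -1.65 (SE 0.52, adjusted p = 0.031). MUC5AC varied more between horses, with 5.67 ± 2.91 in CTRL and 3.66 ± 1.61 in SEA, and its change of -2.01 (SE 1.07) was not called (adjusted p = 0.175). It was above background on 5 of 7 CTRL and 5 of 8 SEA arrays. Without CTRL replicate 5 it was called (-2.61, adjusted p = 0.0726). For MUC1 and MUC4, all 8 SEA-affected horses lay below the CTRL mean, and both calls held without each horse in turn. In MEA, none of the 3 was called, with changes of -0.54 for MUC1, -0.80 for MUC4 and -1.40 for MUC5AC (lowest adjusted p = 0.425).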

Contrary to what has been reported for human COPD, in the present study, marked downregulation of MUC1, MUC4, and MUC5AC was observed in the SEA group. These genes encode for respiratory muco-protein film production [80]; in particular, MUC5AC is predominantly found at the protein level in mucus and sputum.

These findings suggest that the increased mucus amount in the airways of MEA- and SEA-affected horses could be due to a mucociliary clearance reduction rather than mucus hypersecretion. 

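The percentage of exfoliated epithelial cells in Table 1 averaged 1.06 ± 0.84 (SD, n = 7) in CTRL, 2.45 ± 1.05 (SD, n = 10) in MEA and 1.64 ± 1.28 (SD, n = 8) in SEA. It was set against 26 transcripts of the 21 cilium genes that the paper names. Over the 25 horses, Spearman's rho lay between -0.29 and 0.0968, 0 of 26 had a p below 0.05, and the lowest p was 0.16, or 0.96 after Benjamini-Hochberg adjustment (permutation test). The mean of the 26 transcripts had Pearson's r = -0.0745 (permutation test, p = 0.724) and rho = -0.155 (permutation test, p = 0.458) over all horses, and r = 0.0755 without the 2 horses farthest from the median percentage. Because the groups differ in both measures, the relation was also computed within groups. It gave r = -0.00933 (exact permutation test, p = 0.983) and rho = -0.0367 (exact permutation test, p = 0.943) in 7 CTRL horses, r = -0.00963 (permutation test, p = 0.98) and rho = -0.128 (permutation test, p = 0.723) in 10 MEA-affected horses, and r = 0.415 (exact permutation test, p = 0.305) and rho = 0.422 (exact permutation test, p = 0.299) in 8 SEA-affected horses. Without the 2 farthest horses, r was 0.322 in MEA and 0.201 in SEA. With each group's mean subtracted, r was 0.181 (permutation test, p = 0.388) over the 25 horses. By slide, r was 0.474 on slide 2, -0.0923 on slide 3 and 0.112 on slide 4, and slide 1 held too few arrays. None of the 26 transcripts passed the adjustment within any group, the lowest adjusted p being 0.454 in SEA.

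**Figure D6:**
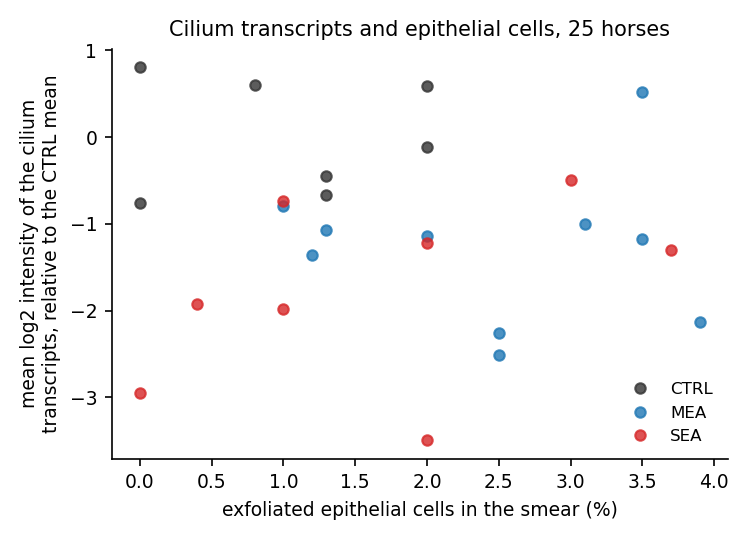
Mean normalized log2 intensity of the 26 cilium transcripts relative to the CTRL mean (vertical axis) against the percentage of exfoliated epithelial cells in the smear (horizontal axis), with 1 point per horse colored by group (7 CTRL, 10 MEA and 8 SEA). Over the 25 horses, r is -0.0745.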

No statistical correlation between the number of epithelial cells found in cytological examination and the expression values of genes influencing the function of the ciliary apparatus was observed. This appears to exclude the hypothesis that the decreased expression of genes coding for cilia behavior could be determined by a larger amount of inflammatory cells compared to the epithelial cells in the BAL fluid of the MEA- and SEA-affected animals.

The other significantly enriched pathway was “complement and coagulation cascades,” with several genes found to be downregulated in both diseases (i.e., CFI, CLU, F3, C3, PLAT, SERPINA1, and CD46) compared with the controls. In particular, CFI, CD46, and PLAT are complementary inhibitors involved either in the inactivation or in preventing the assembly of the complement components; thus, their underexpression might reflect increased activation of the complement cascade, as already reported by Moran et al. [59]. 

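The 7 genes are represented by 15 transcripts, of which 13 were called underexpressed in SEA and 10 in MEA. In SEA, C3 (ENSECAT00000008036) fell from 9.33 ± 0.96 (SD, n = 7) to 6.46 ± 1.13 (SD, n = 8), a log2 fold change of -2.88 (SE 0.50, adjusted p = 0.00393). CFI changed by -2.21 (SE 0.48, adjusted p = 0.00924), F3 by -2.40 (SE 0.78, adjusted p = 0.0333) and CLU by -2.07 (SE 0.56, adjusted p = 0.0175). All 3 transcripts of CD46 were called in SEA (-2.26, -1.74 and -1.08, adjusted p = 0.0816, 0.0273 and 0.0212). The first of these, ENSECAT00000012975, lost its call without any of 7 horses (CTRL replicates 1, 3, 4 and 6 and SEA replicates 2, 3 and 8), with an adjusted p of up to 0.15 without CTRL replicate 1, and its change was -1.47 without SEA replicate 1, where the call held. PLAT was not called in SEA (-0.76, SE 0.51, adjusted p = 0.281), and its change was -0.50 without CTRL replicate 2 and also without SEA replicate 1. SERPINA1 has 4 transcripts, of which 3 were called in SEA (-1.66, -1.51 and -1.43, adjusted p = 0.0631, 0.0562 and 0.0827) and 4 in MEA (between -1.94 and -1.14). They are dim, with CTRL means between 4.48 and 5.76. Each of the 3 calls in SEA was lost without 1 or more horses, for ENSECAT00000015356 without CTRL replicate 3 alone (adjusted p = 0.1), and for ENSECAT00000015430 without any of 10 (CTRL replicates 2, 3, 4, 6 and 7 and SEA replicates 1, 3, 4, 5 and 8; up to 0.142 without SEA replicate 4). CLU changed by -1.68 in MEA (SE 0.39, adjusted p = 0.0245). The list mean lay -1.92 from CTRL in SEA (SD 1.23 in SEA and 0.60 in CTRL, adjusted p = 0.00402 by fry) and -1.26 in MEA (SD 0.59 in MEA, adjusted p = 0.00182 by fry). By slide, it was -3.96, -1.77, -1.38 and -1.52 on slides 1 to 4 in SEA, and -1.42, -2.16, -1.56 and 0.32 in MEA, the last with 1 CTRL array. Adjusted over the list alone, 14 of 15 transcripts in SEA and 12 of 15 in MEA had an adjusted p below 0.1. Of the 13 calls in SEA, 9 held without each horse in turn, as did 3 of the 10 in MEA. The slide as a block removed 0 of the 13 calls in SEA and 5 of the 10 in MEA, and normexp correction 4 and 7.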

Altered expression of complement regulatory proteins, which lead to excessive complement activation, can contribute to tissue injury. This has been proven in humans, where loss of lung function in patients with COPD and emphysema was associated with a lower expression of CD46 [81]. A comparable role for complement activation might be hypothesized in the case of SEA and MEA. Finally, in both MEA and SEA patients, compared with the control group, downregulation of SERPIN1 was shown. This gene encodes an elastase inhibitor [82,83]. Decreased expression of SERPIN1 in MEA and SEA-affected horses could have an important role in tissue remodeling, which drives peribronchial and peribronchiolar fibrosis.

## 5. Conclusions

To date, the majority of gene expression studies on equine airway diseases have been limited to the analysis of only a few candidate genes, which are usually based on previous knowledge of model species. The employment of an immune-specific horse array for investigating the expression profiles in the BAL fluid of SEA and MEA-affected horses contributed to the advancement of our understanding of the pathogenesis and the immunological mechanisms underlying equine asthma. Several pathways were found to be significantly altered in both diseases, while others, mainly involved in the perpetuation of chronic inflammation and tissue remodeling, are characteristic of SEA. As the number of cases included in the present study is limited, these findings definitely deserve further investigation in a wider cohort to obtain more robust results. An increased number of subjects would also allow us to investigate expression patterns directly correlated with the severity of the disease and to identify candidate targets of therapies.

Microarrays themselves have known limitations due to their technical characteristics, including limited dynamic range, signal saturations, background noise, and probe cross-hybridizations. In addition, even allowing for the analysis of thousands of genes, the data collected are limited only to those genes for which probes are designed, thus leaving many unexplored. In the future, moving to other technologies (i.e., RNA-seq) would allow for the analysis of all expressed genes, thus permitting a comprehensive definition of the transcriptomic fingerprints of equine airway diseases.

Despite the aforementioned limitations, the evidence reported here suggests that innovative therapies targeting specific cellular pathways might reduce clinical symptoms in SEA-affected animals and, for MEA-affected horses, allow a quicker return to competition. Finally, the similarities found with human asthma further support severe equine asthma as a spontaneous animal model for studying this common human chronic inflammatory disease of the airways.

## Figures and Tables

**Figure 1:**
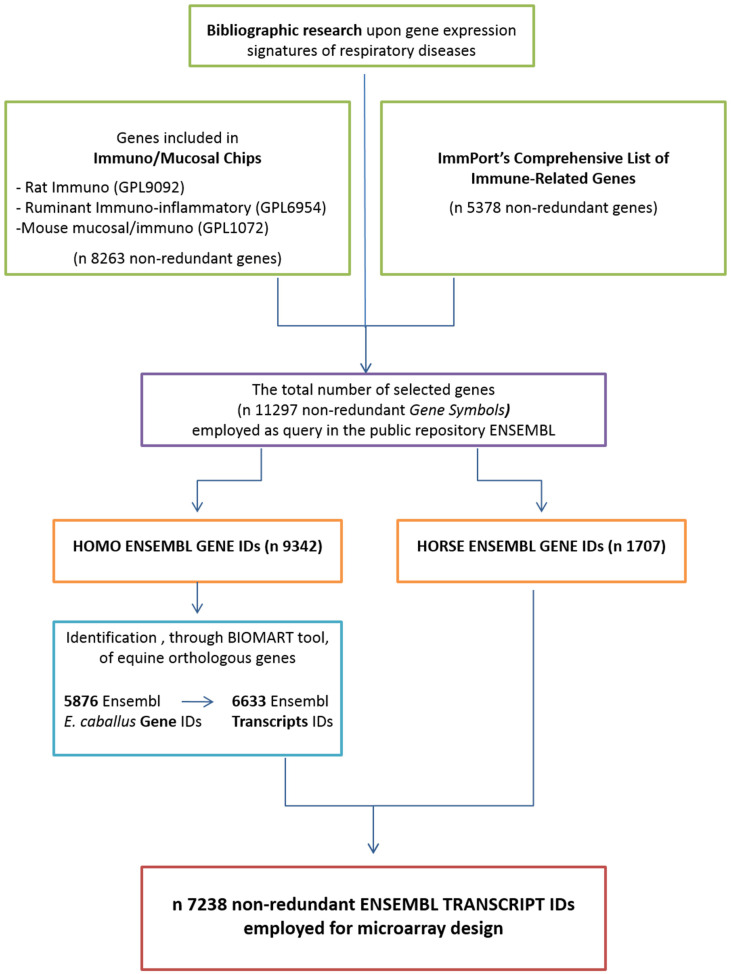
**Microarray design.** Schematic diagram of the approach used for the selection of E. caballus transcripts included in the microarray platform.

**Figure 2:**
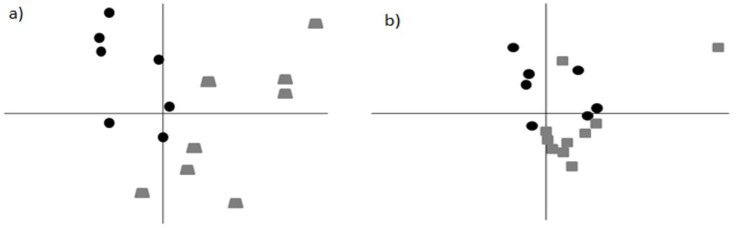
**PCA of gene expression data.** (**a**) Comparison between the control group (black circles) and SEA-affected horses (gray trapezoids). The **x**-axis and **y**-axis represent 55% and 11% of the total variance, respectively. (**b**) Comparison between the control group (black circles) and MEA-affected horses (gray squares). The total variance was represented by 40% of the **x**-axis and by 21% of the **y**-axis.

**Figure 3:**
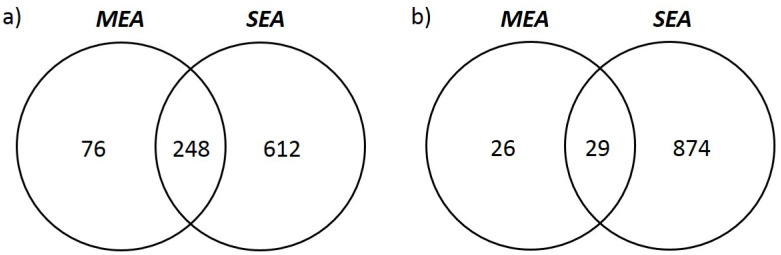
**Common DE genes between MEA- and SEA-affected horses.** Venn diagrams showing the number of common differentially expressed genes between MEA- and SEA-affected horses. MEA: pairwise comparison between the MEA and CTRL groups. SEA: pairwise comparison between the SEA and CTRL groups. (**a**) Upregulated transcripts; (**b**) downregulated transcripts.

**Table 1:** Cytological and bacteriological examination results of BAL fluid samples from controls and MEA- and SEA-affected horses. The percentage value of the inflammatory cells (neutrophils %, macrophages %, eosinophils %, and lymphocytes %) was obtained by performing a 200 inflammatory cell count per sample on the stained slides. Then, a further count was performed, taking into account a total of 200 cells per slide and recording only the exfoliated respiratory epithelial cells (epithelial %).

		Sex	Neutrophils (%)	Macrophages (%)	Eosinophils (%)	Lymphocytes (%)	Epithelial (%)	Mast Cells (%)
**Controls**	C1	F	0	98.6	0	1.4	0	0
	C2	F	1.5	96.8	0.7	1	0	0
	C3	M	0	99	0.3	0.7	2	0
	C4	M	0.2	99.6	0	0.2	2	0
	C5	F	2	97.1	0.6	0.3	1.3	0
	C6	F	0.2	99.6	0	0.2	0.8	0
	C7	M	0.8	91.7	6.6	0	1.3	0
	***Mean ± DS***		***0.7 ± 0.80***	***97.5 ± 2.78***	***1.2 ± 2.41***	***0.5 ± 0.51***	***1.0 ± 0.84***	**0**
**MEA**	I1	M	12.2	86.3	1	3.2	3.1	0
	I2	M	11.6	85.5	0	2.9	2.5	0
	I3	M	6.1	89.8	0	4.1	3.9	0
	I4	F	5.3	89.7	0	5	2	0
	I5	F	5.9	91.3	0	2.8	2.5	0
	I6	M	10.2	83.9	1	3.9	1.3	0
	I7	M	6.8	88.9	0	4.3	3.5	0
	I8	F	8.2	89.7	0	2.1	3.5	0
	I9	F	6.8	91.3	0	1.9	1.2	0
	I10	F	5.6	88.8	1.2	3.6	1	0
	***Mean ± DS***		***7.9 ± 2.57***	***88.3 ± 2.48***	***0.3 ± 0.52***	***3.4 ± 0.98***	***2.4 ± 1.05***	**0**
**SEA**	R1	F	81	15	1	1	2	0
	R2	M	78.5	21.5	0	0	3.7	0
	R3	F	97.4	1.7	0	0.9	0	0
	R4	M	92.8	7.2	0	0	2	0
	R5	M	86.9	12.8	0	0.3	3	0
	R6	M	56.2	38.2	3.2	3.4	0.4	0
	R7	F	82.6	17.2	0	0.2	1	0
	R8	F	98.5	1.2	0	0.3	1	0
	***Mean ± DS***		***84.2 ± 13.57***	***14.3 ± 12.04***	***0.5 ± 1.14***	***0.8 ± 1.13***	***1.6 ± 1.28***	**0**

**Table 2:** Results of GSEA comparing SEA-affected horses and controls. The table reports the 18 gene sets enriched in the SEA group and the number of genes involved in the single-gene set (Size). The nominal *p*-value (NOM *p*-value) and the false discovery rate (FDR q-value) have been reported.

Gene Set Name	Size	NOM *p*-Value	FDR q-Value
Biocarta _P53_ pathway	11	0.00	0.25
Biocarta_stress_pathway	21	0.00	0.15
Reactome_MAPK_Targets_Nuclear_Events_Mediated_By_MAP_Kinases	22	0.010	0.10
Reactome_Toll_Like_Receptor_3_Cascade	43	0.012	0.13
Biocarta _IL12_ pathway	15	0.013	0.12
Reactome _Toll_Receptor_Cascades	56	0.016	0.10
Reactome _Signaling_In_Immune_System	187	0.019	0.10
Reactome _CD28_Co_Stimulation	21	0.020	0.11
Biocarta _CD40_ pathway	14	0.024	0.10
Kegg _Cytokine_Cytokine_Receptor_Interaction	125	0.027	0.09
Kegg_MAPK_Signaling_ pathway	138	0.028	0.10
Kegg _Chemokine_Signaling_ pathway	107	0.029	0.10
Reactome _Innate_Immunity_Signaling	69	0.031	0.11
Kegg _Leukocyte_Transendothelial_Migration	69	0.032	0.12
Biocarta _Toll_ pathway	25	0.034	0.10
Biocarta _IL7_ pathway	15	0.041	0.11
Biocarta _TNFR2_ pathway	15	0.045	0.10
Asthma (Chowdhary et al. [27])	174	0.048	0.11

## Data Availability

Gene expression datasets supporting the conclusion of this article are available in the GEO (Gene Expression Omnibus) repository under accession number GSE155084.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani13010004/s1, Table S1: Differentially expressed genes between SEA horses and control groups; Table S2: Differentially expressed genes between MEA horses and control groups; Table S3: Differentially expressed genes between SEA and MEA horses.

How the deposited data were processed for this re-analysis (not part of the article)

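RNA from BAL cells of 25 horses (7 CTRL, 10 MEA and 8 SEA) was measured on one-color arrays, 1 array per horse, each array carrying 2 spots for each of 7238 equine Ensembl transcripts. The authors deposited, for each array, the intensity of every spot as given by the scanner software, which removes spatial trends and background within the array, replaces low values and does not normalize between arrays. The authors also deposited 1 table of intensities normalized across the 25 arrays by cyclic loess, on a linear scale. The unit of both was tested on the values. No 2 arrays held identical values.

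The intensities were analyzed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Log2 intensities of the 25 arrays were normalized together by cyclic loess (span 0.7, 3 iterations), the 2 spots of a probe were averaged, and transcripts below 4.5 in at least 19 of 25 arrays were left out, which left 4930. Each comparison was fitted with limma's lmFit and eBayes to the arrays of its 2 groups. Transcripts were called at a Benjamini-Hochberg adjusted p below 0.1 and a fold change of at least 1.5. Adjusted p values of single transcripts are limma's throughout. Lists of genes with at least 3 tested transcripts were tested with fry from limma, adjusted over all 41 tests, and with camera as an alternative. Single values per horse were compared with two-sided permutation tests, exact where all splits could be listed and otherwise with 1e+05 resamples. Sex and cell percentages of each horse came from Table 1.

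Arrays have no sequencing depth, and the share of spots well above background was used instead. It ranged from 58.2% to 90.8% over the 25 arrays. A called transcript had a median SE of 0.34 between SEA and CTRL, 0.29 between MEA and CTRL and 0.29 between SEA and MEA on the log2 scale. The steps were tested on simulated data with 200 changed transcripts among 4930. limma recovered 74.5%, 71.5% and 75.5% of them in designs of the size of the 3 comparisons, with 19 of 168, 18 of 161 and 14 of 165 calls false. The rank sum version of SAM recovered 69.5%, 68.5% and 75%. Of 20 unchanged lists, fry gave a p below 0.05 for 0, 1 and 2. The simulated transcripts varied independently of each other, unlike the real ones, so that these rates need not hold for the data.

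Symbols came from Tables S1 to S3, which name 1865 of the transcripts, all of them called changed by the paper in the same horses; tests of lists therefore run on genes chosen for a change. The reference gene table available held 0 lines with an equine Ensembl transcript identifier, so that other transcripts are given by identifier and no positions are given. The genes named in the text were chosen by a rule set before the data were examined, although the fold changes of Tables S1 to S3 had been seen: every gene that the paper names as changed or unchanged, with all its transcripts in those tables (2 of these genes are not reported here, and genes that are in none of the tables have no value); the 3 transcripts with the largest rise and the 3 with the largest fall in each comparison; and, of each list, at most the 2 called members with the largest rise and the 2 with the largest fall. MBP, CCL20 and the CTRL and MEA horses named for single transcripts were chosen after their values were seen. Besides the lists of genes that the paper names, gene families were listed by symbol (ciliary genes, claudins, mucins, complement, coagulation), and markers of neutrophils, macrophages, ciliated, secretory and other epithelial cells were listed from general knowledge. Lists of lymphocyte, mast cell, fibroblast and erythrocyte markers had fewer than 3 tested transcripts and were not tested.

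Alternatives set before the data were examined were scaling to the 75th percentile, quantile normalization, normexp background correction (offset 50), the authors' normalized values, no intensity filter, a filter on spots well above background in at least 7 arrays, SAM with a rank sum statistic (100 permutations), limma with trend and robust settings, array weights, an adjusted p below 0.05, no minimum fold change, all 25 arrays in 1 fit, sex or the percentage of epithelial cells as a covariate, and the slide, the scan date or the replicate number as a block. Each horse was also left out in turn. Age and breed were in no fit. The paper gives the SEA group a higher mean age than the CTRL and MEA groups. It lists all CTRL horses as standardbred and most affected horses as saddle horses. Disease therefore cannot be told apart from age in SEA, nor fully from breed in either disease. Chosen after the data were seen were the limit of 4.5 on the linear scale, the share of spots well above background as a covariate, fold changes from unlogged means, and the named transcripts without the filter. The gene set enrichment analysis was not repeated, since its gene sets were not part of the data used here.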

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

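The tests for a wrong label, for the smear percentages, for the RNA of epithelial cells, for signal over background and for the percentage of neutrophils were chosen only after the results were seen. In 464 groups of 7 to 10 horses, 35 values (7.54%) lay far from the rest of their group by Dixon's test, where chance gives about 1 in 20. Many of these values belong to the same few horses and to transcripts that vary together, so that they are not independent.

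SEA replicate 1 lay far below the other 7 SEA-affected horses for the mean of the neutrophil marker list (-1.45 relative to the CTRL mean, others 0.77 to 2.48), and for BCL2 (5.07, others 6.77 to 7.93), TREM1 (10.00 for ENSECAT00000018405 and 10.12 for ENSECAT00000018429, others from 13.70 and 13.43), RELT (4.85, others from 6.24), INHBA (8.26, others from 11.78), TIMP1 (12.30, others from 13.93), VEGFA (3.24, others from 5.40) and IL8 (14.46, others from 15.80). Its profile, relative to the average of the group means, had a correlation of 0.131 with the other SEA-affected horses, 0.0564 with MEA and -0.519 with CTRL. The margin of 0.0748 over MEA leaves a wrong label open. Table 1 gives this horse 81% neutrophils, although its neutrophil markers lay below the CTRL mean. Horses of a group also differ in how severe their disease is, which was not tested. SEA replicate 6 had 56.2% neutrophils in Table 1, against 78.5% to 98.5% in the others, and a STAT5A level of 3.94 (others from 5.24). Within SEA, the percentage of neutrophils had a Spearman correlation of -0.524 with the neutrophil marker list (exact permutation p = 0.197, -0.143 without the 2 farthest horses) and of -0.5 with the inflammatory response list (exact permutation p = 0.216, -0.257 without the 2 farthest). With 8 horses, these correlations leave open whether the share of neutrophils moves these lists.

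MEA replicate 3 lay far above the other 9 MEA-affected horses for the means of the asthma gene set members (1.69, others 0.09 to 0.77), the NF kappa B dependent cytokines (2.32, others up to 0.75) and the neutrophil markers (2.93, others up to 0.92), and for VAV1 (16.35 for ENSECAT00000016450 and 13.85 for ENSECAT00000016417, others up to 15.18 and 12.46), LCP2 (10.98, others up to 10.01), NFKB2 (15.05, others up to 13.59), MMP9 (12.83, others up to 9.99), CFLAR (9.38, others up to 7.45), IL8 (17.72, others up to 15.87), IRAK3 (9.74, others up to 7.34) and TLR4 (15.87, others up to 12.99). Table 1 gives this horse 6.1% neutrophils, although its neutrophil markers lay above those of every SEA-affected horse. Its correlation was -0.294 with its own group and 0.315 with SEA, a margin of -0.608. Because 5 of the 10 MEA-affected horses lay closest to another group, this margin cannot be told apart from the spread of the MEA group, and a wrong label stays open, as does a horse near the border between the diseases. MEA replicate 7 lay below the others for the mean of the inflammatory mediators named for MEA (0.20, others 1.02 to 1.65), and above them for IFT20 (11.21, others up to 10.37), IFT122 (8.23, others up to 6.25) and IFT52 (11.22, others up to 10.16). Its correlation was -0.0896 with its own group and 0.555 with CTRL, a margin of -0.645, and for the same reason a wrong label stays open. For the horses that follow, no explanation was tested.

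CTRL replicate 1 lay far below the other 6 CTRL horses for the means of the IL-4 and PI3K list (-1.36, others -0.16 to 0.59) and of the asthma gene set members (-1.35, others -0.11 to 0.48), which share IL4R and PIK3CG, and for PIK3CG itself (3.23 for ENSECAT00000021205 and 4.01 for ENSECAT00000021120, others from 5.97 and 5.54). CTRL replicate 5 scored 20.3 on component 2 of the PCA of MEA and CTRL (others -17.2 to -1.08). CTRL replicate 7 had a CD1E level of 6.60 (others up to 4.67), MEA replicate 2 a MUC5AC level of 9.92 (others up to 5.77), and MEA replicate 8 a BCL2L1 level of 2.26 (others from 4.29).

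Transcripts outside those that the paper lists were also called. Between MEA and CTRL, 107 overexpressed and 57 underexpressed transcripts are not in Table S2, and between SEA and MEA, 54 overexpressed and 36 underexpressed transcripts are not in Table S3. Other splits of the same horses did not give as many calls in fits without the slide as a block. Of 100 splits drawn, only the real one reached 482 calls between MEA and CTRL (value 1, the highest other 52). The same held for the 110 calls between SEA and MEA (value 1, the highest other 52). With the slide as a block, 183 and 0 transcripts were called. The largest rise between SEA and CTRL, 4.60, belonged to ENSECAT00000020635, which has no symbol and is in none of the paper's tables. It was above background on 7 of 8 SEA and 1 of 7 CTRL arrays, so that the size of the rise is not exact. It was called in 20 of 20 alternatives. Which gene it belongs to could not be found, and no explanation was tested for it.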

How the results depend on the processing

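The share of spots well above background as a covariate was chosen after the data were seen. Between SEA and CTRL, the 1612 calls stayed within 1.5 times under every alternative but normexp background correction (842, of which 818 were among the 1612), over a range of 1270 to 1938 otherwise. Normexp was run with an offset of 50 added to every intensity, which by itself shrinks the log2 fold changes of dim transcripts. How much of the drop comes from the offset was not tested. Without single horses the count lay between 1238 and 1706.

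Calls of the other comparisons moved more, and where no cause is given the cause was not tested. Between MEA and CTRL (482), the count was 157 with normexp correction, 834 with the rank sum version of SAM, 952 with array weights, 210 at an adjusted p below 0.05 (a stricter limit), 0 with the percentage of epithelial cells as a covariate (610 at an unadjusted p below 0.05), 183 with the slide as a block, 220 with the scan date as a block and 138 with the replicate number as a block. Between SEA and MEA (110), it was 0 with the 75th percentile (992 at an unadjusted p below 0.05), normexp correction (848), the slide block (659) and the replicate block (638), 39 with quantile normalization, 909 with SAM, 822 with array weights, 2 at an adjusted p below 0.05, 279 with all 25 arrays in 1 fit, 208 with sex, 37 with epithelial cells and 219 with the share of spots well above background as covariates, and 2 with the scan date block. Shared transcripts (364) numbered 132 with normexp correction, 641 with SAM, 599 with array weights, 154 at an adjusted p below 0.05, 0 with epithelial cells as a covariate, 150 with the slide block, 180 with the scan date block and 110 with the replicate block. Replicate numbers do not pair the horses: over 22 pairs of the same number, the correlation of deviations lay between -0.442 and 0.407.

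Without single horses, the count between MEA and CTRL lay between 156 and 750, beyond 1.5 times without CTRL replicates 1 (156), 4 (195) and 6 (177) and MEA replicates 2 (291), 5 (301), 7 (750), 9 (312) and 10 (320). Between SEA and MEA it lay between 2 and 559 and moved beyond 1.5 times without each of the 18 horses (355, 2, 18, 43, 27, 214, 29 and 38 for SEA replicates 1 to 8, and 235, 35, 559, 63, 328, 61, 4, 16, 10 and 3 for MEA replicates 1 to 10). Shared transcripts lay between 118 and 584, beyond 1.5 times without CTRL replicates 1 (118), 4 (137) and 6 (134) and MEA replicates 2 (221), 5 (231), 7 (584) and 9 (241). The exact permutation p of component 1 between MEA and CTRL lay between 0.0049 and 0.0552, the latter without CTRL replicate 1.

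The median change of all transcripts between SEA and MEA was -0.11 on the log2 scale with the 75th percentile, against -0.04 with cyclic loess. Of the 142 named transcripts, 99 kept direction and side of the threshold with normexp correction, 119 with the slide block, 133 with all 25 arrays in 1 fit, 135 without the filter and 140 with the authors' values, as did 126 of 139 with the 75th percentile and 137 of 140 with quantile normalization. The 1 reversal was CD46 (ENSECAT00000012672) between MEA and CTRL, 0.094 with normexp correction against -0.35, neither called. Without single horses, 102 always kept their side, 35 lost a call and 5 gained one. Of the 41 list tests, 41 kept their side with the authors' values, without the filter and with camera, and 40 with the 75th percentile and quantile normalization, where coagulation in MEA lost it (adjusted p = 0.107 and 0.0507). Without single horses, 38 always did. The neutrophil list in SEA lost it without CTRL replicates 1 (0.0676), 4 (0.0683), 5 (0.0641) and 6 (0.0642) and SEA replicates 2 (0.0634), 3 (0.0626), 6 (0.0559) and 7 (0.0643), complement in MEA without CTRL replicates 1 (0.057) and 4 (0.0559), and the secretory list in MEA without CTRL replicates 1, 2, 3, 4 and 7 and MEA replicates 1, 4, 8, 9 and 10 (0.0515 to 0.0981). With the slide as a block, the neutrophil list in SEA (0.0906) and complement in MEA (0.0571) lost it. Signal over background limits the transcripts that are not above background on most arrays of a group, whose fold changes are not exact.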

Differences from the paper's values

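Fold changes here are ratios of mean unlogged intensities, the scale that Tables S1 and S2 follow more closely. A value was taken as within the paper's when the larger of both was at most 1.5 times the smaller. The paper reports 55 transcripts overexpressed in MEA against CTRL, and 160 were called here. Of the 17 alternatives set before the data were examined, an adjusted p below 0.05 (51), the slide as a block (54) and the scan date as a block (67) came within the paper's value and the others did not. Of 17 left-out horses, 4 brought it within (46, 65 and 44 without CTRL replicates 1, 4 and 6, and 77 without MEA replicate 2). For transcripts overexpressed in SEA against MEA, the paper's value is 20 and the value here 71, with none of 17 alternatives and 5 of 18 left-out horses within it (16, 22, 23 and 29 without SEA replicates 3, 5, 7 and 8, and 15 without MEA replicate 8). For those underexpressed in SEA against MEA, the paper's value is 3 and the value here 39, and the percentage of epithelial cells as a covariate (3) was the 1 alternative of 17 within it, beside 2 of 18 left-out horses (2 without SEA replicate 3 and 4 without MEA replicate 2). For transcripts overexpressed in both diseases, the paper's value is 29 and the value here 97; an adjusted p below 0.05 (34), the slide block (33) and the replicate block (22) came within it, the other 14 did not, and of 25 left-out horses 3 did (29, 37 and 28 without CTRL replicates 1, 4 and 6).

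The highest fold change between SEA and CTRL is 15.8 in the paper and 32.2 here, for ENSECAT00000020635, which was above background on 1 of 7 CTRL arrays, so that this fold change is not exact. CCL17 had 18.2 here. Of 4 alternatives, normexp background correction (15.5) came within the paper's value. The lowest is -13 in the paper and -7.9 here, and none of 4 alternatives (-8.59 to -6.3) came within it; DCN, at -13.3, was below the intensity filter here. Component 2 of the PCA of SEA and CTRL explains 11% of the variance in the paper and 22.3% here, with none of 5 alternatives within it (20% to 23.3%) and 1 of 15 left-out horses (13.7% without SEA replicate 1).

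The paper chose its normalization so that spike-in signals would be alike on every array, and in the authors' normalized values the 7 spike-ins varied between arrays with an SD of 0.61 to 0.75 on the log2 scale, against 0.40 to 0.53 before. The paper places CCL17 at the top of the overexpressed genes in SEA, and it was rank 1 here among transcripts with a symbol on the unlogged scale, and rank 2 of all 791, below the transcript whose fold change is not exact. The paper places MMP1 at the top between SEA and MEA, and it was rank 5 of 71 on the log2 scale and rank 11 on the unlogged scale. By correlation, Table S3 follows the log2 scale (0.995) more closely than the unlogged scale (0.976). By median absolute difference it lies slightly nearer the unlogged scale (0.066 against 0.071), so that its scale is not settled. In Figure 3, the legend gives overexpressed genes for the first panel and underexpressed genes for the second, while the numbers shown in them are the other way round.

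Some genes that the paper gives as changed were not called. TNF in SEA changed by 0.50 (adjusted p = 0.25) and was called with normexp correction (0.68) and array weights. MUC5AC in SEA changed by -2.01 (adjusted p = 0.175) and was called with SAM, the scan date block, the replicate block and without CTRL replicate 5, while MUC1 and MUC4 were called. PLAT changed by -0.76 in SEA, called with SAM, and by -0.78 in MEA, called with array weights. Of the 3 CD46 transcripts, none was called in MEA; ENSECAT00000010143 (-0.81) was called with SAM, array weights and without CTRL replicate 7 or MEA replicate 7, and the other 2 under no setting, while all 3 were called in SEA. DCN changed by -1.41 on the log2 scale and was called under no setting. C3 ENSECAT00000007897 in MEA (-1.42, adjusted p = 0.112) was called with SAM, array weights, sex as a covariate and without CTRL replicate 2 or 7 or MEA replicate 1 or 7, while the other 3 C3 transcripts were called. VASP ENSECAT00000008154 in MEA (0.69) was called with SAM, array weights and without MEA replicate 8, and SERPINA1 ENSECAT00000021122 in SEA (-1.02) with SAM and without SEA replicate 7. PDCD1 in SEA and CD1C ENSECAT00000012105 between SEA and MEA were below the filter, and were called without the filter, with a filter on spots well above background, and with the limit of 4.5 on the linear scale, which was chosen after the values were seen.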

Other observations

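The tests of the smear percentages, of the RNA of epithelial cells and of signal over background were chosen only after the results were seen. Chance is argued against for the number of calls between SEA and CTRL: of 100 splits of the same horses, 1 (the real one) gave as many. The others gave at most 6, and with the slide as a block 1621 were called. For MEA and CTRL, SEA and MEA and the shared transcripts, 1 of 100 (the real one) gave as many calls too. The others gave at most 52, 52 and 0. These splits were judged on fits without the slide as a block. With that block 183, 0 and 150 were called there, so that the splits do not exclude chance for these counts. A difference in signal over background between the groups is argued against. The share of spots well above background did not differ between SEA and CTRL (exact permutation p = 0.801) or between MEA and CTRL (exact permutation p = 0.573). With that share as a covariate, 1660 and 484 transcripts were called. These tests leave cell composition, age and breed open as sources of the calls. Neutrophils averaged 84.2% of the inflammatory cells counted in SEA, 7.87% in MEA and 0.671% in CTRL. Against CTRL, the exact permutation p was 0.000155 for SEA and 5.14e-05 for MEA. No fit held that percentage, age or breed.

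With the slide as a block, fewer transcripts were called between MEA and CTRL and none between SEA and MEA (659 at an unadjusted p below 0.05). Slide 4 holds 5 of the 10 MEA arrays and 1 CTRL array. In layouts drawn at random, 35 of 100 gave as few calls between MEA and CTRL (median 257.5) and 28 of 100 between SEA and MEA (median 5.5), so that uneven layout alone may lower the counts this far. Whether slide 4 itself differs could not be decided: the difference between MEA arrays on slide 4 and on the others had a correlation of -0.144 with the MEA and CTRL comparison (83 of 126 splits as large) and of -0.403 with the SEA and MEA comparison (32 of 126).

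Ciliated cell markers (10 transcripts, all with a symbol because the paper called them changed) fell by 2.38 in SEA and by 1.85 in MEA on the log2 scale (adjusted p = 0.00695 and 0.00322 by fry, lower in 8 of 8 and 9 of 10 horses). On the smear, the mean share of epithelial cells was not lower in disease, at 1.06% in CTRL, 1.64% in SEA and 2.45% in MEA. A fall as deep as that of the markers would leave a CTRL mean of 0.203%, against 1.64% in SEA (exact permutation p = 0.00824). For MEA it would leave 0.293%, against 2.45% (exact permutation p = 0.000257). This test takes the fall of the markers as exact. The smear also did not follow the cilium transcripts within CTRL (r = -0.00933). It therefore cannot exclude that fewer ciliated cells gave RNA. Less RNA of all epithelial cells alike stays open. Markers of other epithelial cells fell too, by 2.00 in SEA and 1.01 in MEA (adjusted p = 0.00644 and 0.0132 by fry), and secretory markers had adjusted p of 0.00771 and 0.0374. Between horses, the ciliated and other epithelial lists had a correlation of 0.934 in SEA and CTRL, where random lists had a median of 0.901, and of 0.661 in MEA and CTRL, where the median was 0.855. The ciliated list fell further than the other list in MEA (gap -0.84, exact permutation p = 0.0306) and not detectably in SEA (gap -0.38, exact permutation p = 0.184). These lists hold genes known only because the paper called them changed, which keeps the question open. A biological fall of cilium genes is a hypothesis that these tests leave open as well.

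All lists hold only transcripts with a symbol, which have one because the paper called them changed in these horses, so that counts and p values of lists show direction and size and do not test a list as a whole. Neutrophil markers rose in SEA (adjusted p = 0.0374 by fry, higher in 7 of 8 horses) and not in MEA (adjusted p = 0.429), and the call in SEA was lost with the slide as a block (adjusted p = 0.0906). Macrophage markers lay 0.26 higher in SEA (adjusted p = 0.162) and 0.50 higher in MEA (adjusted p = 0.00687), while macrophages made up 97.5% of cells in CTRL, 14.4% in SEA and 88.5% in MEA in Table 1. Of the gene families, ciliary genes (38 transcripts) had 36 called underexpressed and 1 overexpressed in SEA, and 26 underexpressed in MEA, with the same limit. No interaction of sex with disease passed the adjustment by limma in any comparison (0 transcripts each, 192, 74 and 120 at an unadjusted p below 0.05).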
